# In vitro processes alter the embryonic disc epigenome and transcriptome in the pre-implantation elongated bovine embryo^†^

**DOI:** 10.1093/biolre/ioaf095

**Published:** 2025-06-13

**Authors:** Thomas Behrens, Janaki Balasubramanian, Marilin Ivask, Monika Nõmm, Ants Kavak, Jan Bojsen-Møller Secher, Haja N Kadarmideen, Maria Belen Rabaglino

**Keywords:** multi-omics, machine learning, transcriptomics, epigenomics, pregnancy, in vitro production, embryo competence index, cattle, artificial insemination, elongated embryo

## Abstract

The objective was to quantify the effect of in vitro procedures on the epigenome and transcriptome of the embryonic disc (ED) and extra-embryonic membranes (EEM) of day 15 in vitro produced (IVP) conceptuses compared to their in vivo (IVV) counterparts. IVP embryos (*n* = 7) were cultured serum-free until transfer at day 7, while IVV embryos (*n* = 9) were conceived through artificial insemination. Animals were flushed at day 15 of gestation, and sections of the ED and EEM underwent DNA and RNA extraction for whole-genome bisulfite or RNA sequencing. Raw fastq files were aligned to the ARS-UCD1.3 bovine genome. Processed data were integrated through a multi-omics approach based on machine learning to determine the key ontological terms that characterize each embryonic tissue lineage according to their methylome and transcriptome, followed by overrepresentation analyses (adjusted *P*-value < 0.05) of differentially methylated genes (DMG), differentially expressed genes (DEG), or genes that were both differentially methylated and differentially expressed in the ED or EEM of IVP compared to IVV conceptuses. Results demonstrated that identified critical ontological terms for the ED, such as somitogenesis, mesoderm formation, and gastrulation, were enriched among hypermethylated DMG, down-regulated DEG, and genes hypermethylated in the promoter and inhibited in expression in the ED of IVP embryos. Genes hypermethylated in the promoter and inhibited in expression in the EEM of IVP conceptuses were involved in epigenetic regulation. In conclusion, in vitro procedures alter the development of main lineage tissues in the pre-implantation embryo, even after interaction with the maternal environment.

## Introduction

A major goal for the future of humankind is to end hunger while promoting sustainable agriculture (https://sdgs.un.org/goals). Sustainable meat and milk production could be achieved by enhancing resilience and productivity traits while minimizing the impact on climate change. In cattle, assisted reproductive technologies, particularly those involving embryo production, are the most promising tools for attaining this end [1]. Embryos produced either in vitro (IVP) or in vivo (IVV) can be employed to disseminate the superior genetics of the female and accelerate genetic gain [2], be themselves subjected to genomic selection [3, 4], and to enhance the fertility of animals suffering from heat or metabolic stress [5]. The transfer of IVP embryos carries the advantages of diminishing the economic costs for embryo production, the opportunity to obtain genetic material from very young females, and “recycling” genetic information (oocytes) from animals sent to the food chain. For these and other reasons, since 2016, the transfer of IVP embryos has passed, and currently far exceeds, the transfer of IVV bovine embryos [6].

However, the IVP technology comes with drawbacks. For instance, embryonic genome activation (EGA), which occurs between the 8- and 16-cell stages, involves the transition of genomic control from the maternal genome to the embryonic genome [7, 8]. This activation in the embryo takes place in a culture medium instead of the natural maternal oviduct environment, which influences its transcriptome [9, 10] and potentially diminishes the embryo’s ability for pregnancy establishment. In addition, the stress caused by the environment and manipulations can induce epigenetic modifications in the embryo genome, such as DNA methylation (one of the most stable mechanisms), leading to permanent alterations in their transcriptome [11]. In fact, calves conceived in vitro still present modifications in the epigenome and transcriptome of several organs [12, 13], or phenotypically [14], when compared to calves conceived in vivo. Nevertheless, one of the main issues associated with IVP embryos is that their competence, or ability to sustain a pregnancy, is more compromised than an IVV embryo. According to a review published in 2019, which overviewed studies that compared IVP pregnancies with pregnancies using IVV embryos generated by superovulation, the pregnancy rate ranged between 29.5% and 54.3% (average 40.1%) after IVP embryo transfer and between 41.5% and 90% (average 64.1%) after IVV embryo transfer. Therefore, pregnancy rates for IVP embryos were around 25% lower than IVV embryos, with most pregnancy losses occurring between day 18 and 30 of gestation [15].

To shed light on the pregnancy loss etiology of IVP embryos, the main developmental events after transfer on day 7 should be reviewed. Once the embryo is deposited into the uterus, usually at the blastocyst stage, it induces local endometrial genes to interact with the intrauterine environment as soon after its transfer, even before hatching [16, 17]. Next, the blastocyst hatches from the zona pellucida at around day 8, coincident with the differentiation of the inner cell mass (ICM) into two cell lineages [18]: the epiblast, which will form the embryonic disc (ED), and lastly, the fetus, and the hypoblast, which, together with the trophectoderm (TE), constitutes the extra-embryonic membranes (EEM) that will originate the placenta. EEM proliferation initiates the conceptus elongation at around day 13, becoming filamentous by day 16–17 [19], when cells of the TE start attaching to the uterine epithelium, to begin implantation at around day 19 [20]. The elongation process is required to increase the number of TE cells that secrete interferon tau, the factor involved in maternal recognition of pregnancy in ruminants, to abolish the uterine luteolytic mechanism and ensure the maintenance of a functional corpus luteum for progesterone production [21].

Death of the IVP embryo after this period suggests that the elongation process is impaired, likely because of molecular alterations induced by the in vitro process. Indeed, we and others have shown that the epigenome [22], transcriptome [23, 24], or both molecular profiles [25] are altered in IVP conceptuses compared to IVV ones. However, these studies were done considering the whole embryo or only the TE layer, and therefore, the consequences of the in vitro process on the epigenomic and transcriptomic signatures of each tissue lineage are unknown. Since the in vitro procedures introduce genome-wide epigenetic changes, which, in turn, regulate gene transcription from early in development [26], we hypothesized that the IVP conceptus would show an impairment of critical processes belonging to the ED or EEM, leading to higher pregnancy losses. The objective of the current study was to quantify the effect of the in vitro procedures on the epigenome and transcriptome of ED and EEM of day 15 IVP conceptuses compared to IVV ones. To accomplish this objective, our analytical approach consisted of using multi-omics and machine learning to identify the key ontological terms characterizing each embryonic tissue lineage according to their methylome and transcriptome, followed by the determination of differentially methylated genes (DMG), differentially expressed genes (DEG), or differentially methylated and differentially expressed genes (DMEG), in the ED or EEM from IVP compared to IVV conceptuses. Additionally, we measured the developmental competence of each tissue lineage under each condition using the embryonic competence index (ECI), which measures the ability of the embryo to survive based on the expression of biomarker genes [27].

## Materials and methods

### Ethics

Animal procedures were approved by the Committee for Conducting Animal Experiments at the Ministry of Regional Affairs and Agriculture, Estonia (approval number 143 from 15.05.2019).

### In vitro embryo production

IVF Bioscience media and protocols were used for in vitro embryo production, unless otherwise stated.

Briefly, bovine ovaries (Holstein, *Bos taurus*) were collected from the slaughterhouse and the cumulus–oocyte complexes (COC) were aspirated from follicles with a diameter of 2–8 mm. The selected quality grade 1 COC (IETS manual, 5th edition, 2022) were matured in groups of 50 oocytes in 500 μL of BO-IVM medium in four-well plates (Nunc, Thermo Fisher Scientific) at 38.5°C with 6% CO_2_ in humidified atmospheric air for 22–24 h.

The matured oocytes were fertilized with frozen–thawed semen from a single Holstein (*B. taurus*) bull. The semen was washed twice with BO-SemenPrep and diluted to a final concentration of 2 × 10^6^ sperm/mL. Oocytes and sperm were co-incubated in groups of 50 in 500 μL of BO-IVF medium in four-well plates at 38.5°C with 6% CO_2_ in humidified atmospheric air for 18–20 h.

Cumulus cells were removed from the presumptive zygotes by vortexing, and the denuded embryos were transferred into 500 μL of BO-IVC medium under oil overlay. The embryos were cultured at 38.5°C, 6% CO_2_, 6% O_2_, and 88% N_2_ with humidified air for 7 days.

On the seventh day of in vitro culture (IVC), the embryos were checked for blastocyst formation. The blastocyst rate was 23.1% (106/458). The selected blastocysts were washed twice with BoviHold medium (Minitube) and transferred to synchronized recipient cows.

### In vitro embryo transfer

Recipient cows (Holstein, *B. taurus*, *n* = 2) were treated twice, at a 14-day interval, with a 25 mg intramuscular (IM) injection of prostaglandin F2α (PGF_2_α) (Dinolytic, 12.5 mg/mL, Zoetis Belgium SA). If the animals were in estrus on the fourth day after the second PGF2α injection, they were given gonadotropin-releasing hormone (GnRH) (lecirelin acetate, 25 μg/mL, Dalmarelin, Fatro S.p.A.) 2 mL per injection IM to ensure ovulation according to the manufacturer’s instructions.

Seven days after estrus and GnRH administration, fresh IVP embryos (*n* = 85) were transferred using a non-surgical technique. Prior to embryo transfer, recipients received low sacral epidural anesthesia with xylazine (Xylapan, Vetoquinol Biowet Sp. z o.o) at 0.05 mg/kg body weight diluted in 5 mL of 0.9% NaCl solution.

### In vivo embryo production

For in vivo embryo production, cows (Holstein, *B. taurus*, *n* = 2) were treated twice, at a 14-day interval, with a 25 mg IM injection of PGF_2_α (Dinolytic, 12.5 mg/mL, Zoetis Belgium SA). Estrus was detected on the third day after the second PGF_2_α injection. On day 10–13 after detecting estrus, 630 mg of follicle-stimulating hormone (FSH) (Folltropin-V, Bioniche Animal Health, Canada) was administered in eight tapering (105, 87.5, 70, and 52.5 mg) doses twice daily (AM:PM). On day 12, 2 mL of PGF_2_α (Dinolytic, 12.5 mg/mL, Zoetis Belgium SA) was administered twice daily (AM:PM). On the morning of day 14, 2 mL of GnRH (lecirelin acetate, 25 μg/mL, Dalmarelin, Fatro S.p.A.) was injected and artificial insemination (AI) was performed twice (AM:PM). Donors were inseminated with the frozen–thawed semen of the same Holstein bull that was also used for in vitro embryo production.

### Recovery of day 15 conceptuses

The diagram of the hormonal treatments performed on the animals in each group is shown in Figure 1. Eight days after transfer of IVP embryos or 15 days after AI on superovulated cows, the embryos were non-surgically flushed out of the uterine horns using an 18 FR Foley catheter (Minitube) and BoviFlush (Minitube) solution. Flushing of embryos was performed under low sacral epidural anesthesia using xylazine (0.05 mg/kg, Xylapan, Vetoquinol Biowet Sp. z o.o) diluted in 5 mL of 0.9% NaCl saline.

**Figure 1:**
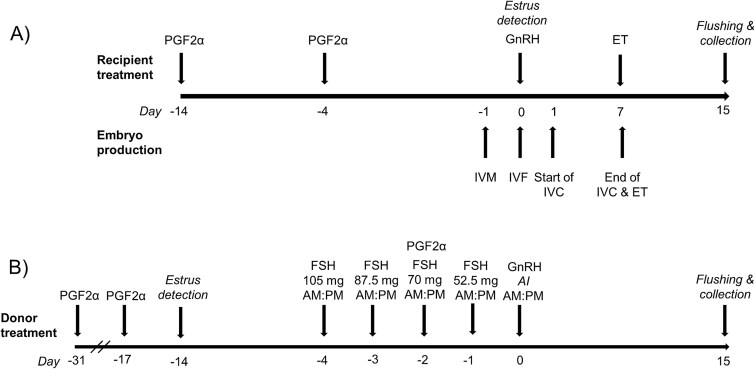
Diagram of the hormonal treatments performed in the (A) recipients, together with the laboratory procedures, for the generation and collection of day 15 conceptuses produced in vitro or (B) donors for the generation and collection of day 15 conceptuses produced in vivo.

The recovered day 15 embryos (*n* = 18 for IVV and *n* = 38 for IVP) were washed twice with BoviFlush (Minitube) and held in BoviHold medium (Minitube). The embryos were gently checked for the presence of ED and washed twice with 0.1% PVA and PBS medium. The ED was found in 94.4% (17/18) of the IVV embryos and in 55.3% of the IVP embryos (21/38). Embryos without ED were discarded. Embryo lengths were estimated under the microscope, using the ImageJ software. IVP embryos were shorter than IVV embryos (4.53 ± 3.63 vs 13.03 ± 8.04 mm, *P* = 0.01), according to an analysis of variance using the GLM procedure of the Statistical Analysis System v 9.4 (SAS Inst. Inc, Cary NC). Representative pictures of the recovered embryos and estimated lengths are shown in Figure S1.

The selected embryos were cut into three pieces. The ED and two pieces of surrounding EEM were snap-frozen in liquid nitrogen until genomic DNA (gDNA) or messenger RNA (mRNA) extraction and sequencing. The final sample size used in the bioinformatic analyses was, for the EEM, *n* = 6, and *n* = 8 for IVP and IVV embryos, respectively, while, for the ED, it was *n* = 7 and *n* = 9 for IVP and IVV embryos, respectively.

### DNA/RNA extraction, library preparation, and sequencing

The frozen samples were sent to BGI Tech Solutions (Hong Kong) Co., Ltd., which performed the gDNA and mRNA extraction, quality control, library preparation, and sequencing. The gDNA samples were subjected to WGBS, through bisulfite library preparation and PE100 sequencing with 45Gb clean data per sample on DNBseq. RNAseq was run in the RNA samples through non-stranded & polyA-selected mRNA library preparation and PE100 sequencing with 5Gb clean data per sample on DNBseq. For both techniques, after library preparation and sequencing, raw data with adapter sequences or low-quality sequences were filtered to remove contamination and obtain valid data. This step was completed by the SOAPnuke software [28]. Clean raw data were generated in the FASTQ format.

### Bioinformatic analysis

The WGBS clean reads were aligned to the ARS-UCD 1.3 bovine reference genome using the Bismark Bisulifte Read Marker (v 0.22.3) [29]. All covered cytosines were used for calculation of global CpG methylation level in Bismark using the following formula: percent global methylation = (number of methylated cytosines/total number of cytosines) × 100.

The RNAseq reads were mapped to the bovine reference genome (bosTau 9) with the STAR aligner (V 2.7.0b) [30], generating the genome index with the ARS-UCD1.3 assembly. Read counts were estimated at the gene level, and the counting was done with featureCounts [31], part of the Subread software (V 2.0.3).

### Identification of features characterizing each tissue lineage

A multimodal autoencoder consisting of two modules (encoder and decoder) was employed to extract the main features of each omics dataset, as detailed by Li et al. [32] for unsupervised multi-omics integration. The epigenome and transcriptome matrices were used as input data, using the default parameters. The analysis was performed with the MoGCN software for the Python environment [32]. The EntrezIDs corresponding to the top 200 transcripts for the ED and EEM were identified and subjected to overrepresentation analysis using ShinyGO 0.77 [33]; determining the enriched ontological terms as those with a false discovery rate (FDR) < 0.05.

### Determination of differentially methylated cytosines, differentially methylated genes, or differentially expressed genes on each tissue lineage

All the following analyses were performed with packages for the R software.

Differentially methylated cytosines (DMC) were determined with Methylkit [34]. To reduce the loss of data from merging across samples, a tiling function was used first to separate the genome into adjacent, 1000 bp tiles in which all methylated and unmethylated cytosines were given equal weight. Regions with a read coverage less than 10 or above the 99.9th percentile were removed to account for low coverage and polymerase chain reaction duplication bias, respectively, and then normalized with default parameters. Samples were merged by identifying regions common to at least seven out of eight samples per group. Regions with little or no variation, identified by a standard deviation of less than 2%, were filtered out. We used all remaining regions associated to a known chromosome for differential methylation calculations.

The log odds ratio of the methylation proportion *P_i_*, for a given sample *i*, at each region was modelled using a logistic regression, testing against the null hypothesis that the treatment, *T_i_*, had no effect on the methylation proportion. This model is shown below, in which *β_0_* represents the log odds of IVV samples and *β_1_* the log odds ratio between IVV and IVP. This model corrected for both the effect of the sex of the embryo and its morphology as covariates with associated parameters *α_1_* and *α_2_*.

$$ \log \left(\frac{P_i}{1-{P}_i}\right)={\beta}_0+{\beta}_1{T}_i+{\alpha}_1{Sex}_i+{\alpha}_2\,{Morphology}_i $$

Multiple testing was corrected for by converting *P*-values to *q*-values with the sliding linear model method. DMC were defined as those with a *q*-value of less than 0.01 or *P*-value <0.05 and a minimum absolute difference in methylation proportion of 0.2, which were annotated with the nearest transcription start site (TSS), and with their overlap with an exon, intron, intergenic, or CpG island using the Genomation package [35]. DMC within 1000 bp of a TSS were annotated as a promoter and those within 2000 bp of the end of a CpG island as a shore. The EntrezIDs corresponding to the annotated TSS related to DMC in a genic region (promoters, exons, and introns) of a protein-coding gene were defined as DMG.

Identification of DEG was performed through the DESeq2 [36], controlling for morphology with the sva package [37]. Gene expression counts were normalized by library size with DESeq2 methods, and the differential analysis was performed by fitting a logistic regression model to the gene counts, modeled by a negative binomial distribution, adjusting the *P*-values with Benjamini–Hochberg method. The Wald test statistic was employed to test for model significance. The DEG between IVP and IVV groups were defined as those with FDR < 0.05.

The EntrezIDs corresponding to DMG or to the DEG were subjected to overrepresentation analysis using ShinyGO 0.741 [33]; determining the enriched ontological terms as those with an FDR < 0.05.

### Promoter-level associations between changes in DNA methylation and gene expression between in vitro produced and in vivo embryos on each tissue lineage

This analysis was implemented with the MethGET software [38] for Python. Details about the method can be found in the corresponding publication. Briefly, the Cytosine reports generated by Bismark were converted to a CGmap format using a script provided by the software. Next, DNA methylation (CGmap files), gene expression (text files), and gene annotation (ARS-UCD1.3 assembly) data were input for the analysis. The overall correlations between DNA methylation level in the promoter region and gene expression for each tissue lineage were determined through the Pearson correlation coefficient, and genes differentially changing in DNA methylation (IVP – IVV) and gene expression (log2 IVP / IVV) between both conditions were identified through a Gaussian mixture model with a *P*-value <10^−3^. Given that methylation of the promoter region is associated with reduced gene transcription [39, 40], we defined DMEG as those that were hypermethylated in the promoter region and down-regulated in expression in the ED (or EEM) of IVP compared to IVV embryos.

The EntrezIDs corresponding to the DMEG were subjected to overrepresentation analysis using ShinyGO 0.741 [33], determining the enriched ontological terms as those with an FDR < 0.05.

### Determination of the embryonic competence index on each tissue lineage

The biomarker genes used to estimate the ECI were identified after applying machine learning approaches to transcriptomic data integrated from blastocysts and elongated embryos with different competences [27]. The goal of calculating the ECI in this study was to estimate the ability for pregnancy establishment of each tissue lineage and if they are affected by the in vitro procedure. The ECI is calculated using a regression equation that sums the products of each biomarker’s gene expression (normalized to a reference dataset) and its corresponding coefficient, along with an error term [41]. Results were compared by analysis of variance using the GLM procedure of the Statistical Analysis System v 9.4 (SAS Inst. Inc, Cary NC). The model included the tissue (ED or EEM), condition (IVP or IVV), and their interaction. Results are reported as the mean in the ECI values ± the standard deviation. Additionally, a linear correlation between the ECI values for ED and EEM and embryonic length was tested through the Pearson correlation coefficient (*R*). Significance was considered at *P*-value <0.05.

### Comparisons with other studies

The lists of up- and down-regulated DEG reported here overlapped with the DEG from other studies that also compared the transcriptome of bovine IVP versus IVV embryos. In one study, the DEG were determined on the EEM and chorion from day 18 and day 25, respectively, IVP conceptuses or IVV counterparts conceived through AI [42]. In the other study, the authors identified DEG in the TE and non-TE cells of IVP versus IVV blastocysts produced after superovulation treatment of the donor [43]. The EntrezIDs were used for comparisons. The test of independence (Pearson chi-square test) was employed to determine the relatedness (*P*-value <0.05) between up- or down-regulated DEG observed in IVP vs IVV embryos in our study and up- or down-regulated DEG in IVP vs IVV embryos in the two external studies.

## Results

### Profile of the genome-wide methylation and transcriptomic datasets

Each methylation call analyzed between 450 491 306 and 4 009 789 273 cytosines (mean = 3 157 731 364). Across all samples, 31.3% of these cytosines were in a CpG context and 0.8% in each of the CHG and CHH contexts.

After assigning cytosines to 1000 bp tiles, the number of tiles in a sample ranged between 104 852 and 1 911 566 (mean = 1 245 567). We identified 24 460 regions in the ED and 32 525 in the EEM that were common to at least six samples per treatment, to be used for differential methylation analysis.

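The transcriptome comparisons rest on 30 poly(A)-selected libraries from 17 day 15 embryos, 8 IVP and 9 IVV. The ED was sequenced in 7 IVP and 9 IVV embryos and the EEM in 6 IVP and 8 IVV embryos, so that 13 embryos, 5 IVP and 8 IVV, gave both tissues. The authors filtered the paired reads with SOAPnuke, aligned them with STAR to ARS-UCD1.3 and counted them per gene with featureCounts. The values analysed here are these counts for each library, without normalization, for 35092 genes listed by Entrez gene ID. Symbols for 31630 of the IDs, which hold 99.5% of the counts, were taken from the RefSeq annotation of another assembly, ARS-UCD2.0, and no gene positions were used. Between 48713218 and 63037371 counts per library fell on genes. The median was 53960994 in the ED of IVP embryos, 54199461 in the ED of IVV embryos, 54731815 in the EEM of IVP embryos and 55230430 in the EEM of IVV embryos. Counts were scaled to CPM with TMM factors, and genes with too few counts were removed with edgeR's filterByExpr (at least 10 counts). The IVP and IVV embryos were compared in each tissue with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 1 surrogate variable from svaseq in the model, and genes with an adjusted p under 0.05 were taken as DEG. Morphology and sex of single embryos are not in the labels, so neither entered the model. A gene was treated as at the floor in a group when each of its libraries held at most 3 counts, and a fold change against such a group is given as a lower bound. The IVP embryos were flushed from recipient cows and the IVV embryos from superovulated donors, so the procedure and the cow cannot be told apart in these data. XIST had at most 30 counts in every IVP library. In IVV embryos it had more than 1000 counts in 7 of 9 ED libraries and 6 of 8 EEM libraries. A difference of sex between the groups thus stays a candidate explanation too.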

mRNA reads generated after RNAseq resulted in a high proportion of reads with unique alignment to the *B. taurus* genome: 95.7% on average (94.1%–96.5%). The average proportions were alike among the tissue lineages (95.8% in ED and 95.5% in EEM) and among the conditions (95.5% for IVP 95.8% for IVV).

### Top selected features characterized each tissue lineage

The autoencoder algorithm is a powerful multi-omics integration method for dimensionally reduction and extraction of important features from each omics layer [32]. 

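The 200 transcripts characterizing each tissue came from an autoencoder over methylation and expression, which was not rerun here. As another unsupervised choice, the 200 genes with the highest variance of log2 CPM were taken from the 14718 genes tested in the EEM, without use of the IVP and IVV labels. The variance was taken over IVP and IVV embryos together, so a difference between these groups also raises it. These 200 genes were compared with gene lists written by hand from general knowledge before the data were examined. The test was a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 34 tests of both tissues. Of the 22 hypoxia response genes tested in the EEM, 0 were among these 200 genes, and of the 20 epithelial proliferation genes 0 were. Immediate early genes, which respond quickly to stimuli, had 4 of their 27 members among them (odds ratio 12.9, adjusted p = 0.00456). This was the only list past the threshold in the EEM. No list of transmembrane transport genes was tested.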

The main ontological terms enriched among the top 200 transcripts for EEM were involved in response to oxygen levels, epithelial cell proliferation, and transmembrane transport, among others (Figure 2A, Table S1A). For the ED, the top 200 transcripts were enriched by ontological terms unique to this lineage, such as gastrulation, mesoderm formation, and somitogenesis (Figure 2B, Table S1B).

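Among the 200 genes with the most variable log2 CPM in the ED, chosen from 15733 tested genes, 9 of the 36 tested genes of the gastrulation and mesoderm list were found (odds ratio 27.0, adjusted p = 1.72e-08 from the one-sided Fisher's exact test). The somitogenesis list had 4 of 30 genes among them (odds ratio 12.2, adjusted p = 0.00456). Hypoblast markers had 4 of 27 (odds ratio 13.7, adjusted p = 0.00456) and Wnt signaling genes 5 of 61 (odds ratio 7.08, adjusted p = 0.00717). In the EEM, 2 of 24 gastrulation genes and 2 of 24 somitogenesis genes were among the most variable genes (adjusted p = 0.129 for each). Ranking genes by variance above the trend on mean expression raised the number of lists past the threshold in both tissues together from 5 to 10. The variance includes differences between IVP and IVV embryos, so these lists do not show what marks the ED apart from the procedure.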

**Figure 2:**
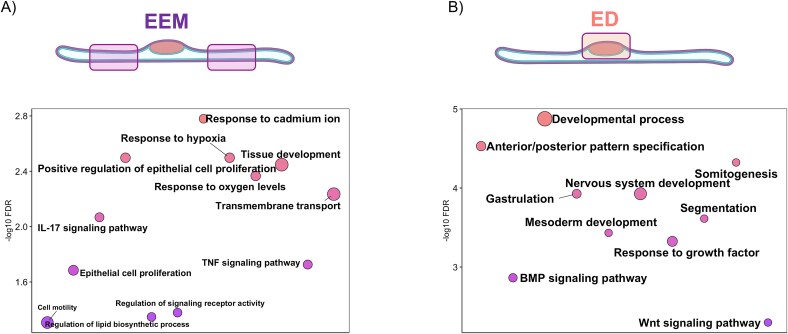
Ontological terms enriched among the top 200 transcripts characterizing the (A) extra-embryonic membranes (EEM) and (B) embryonic disc (ED) of day 15 elongated conceptuses produced in vitro or in vivo.

### Identification of differentially methylated genes and differentially expressed genes

Differential methylation analysis in the EEM tissue between IVP versus IVV embryos determined 5766 DMC associated with a gene, from which 4158 were annotated protein-coding genes. Of these DMG, 32.7% (1360) were hypermethylated and 67.3% (2798) were hypomethylated (Table S2A). For the ED, the number of DMC between IVP and IVV embryos was 6432, corresponding to 4668 DMG. From those DMG, 20.8% (970) were hypermethylated, while 79.2% (3698) were hypomethylated (Table S3A). The distribution of the association of these regions to promoter, exons, or introns is visualized in Figure S2.

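In the EEM, 561 of the 14718 tested genes had an adjusted p under 0.05 between IVP and IVV embryos, and 2016 had an unadjusted p under 0.05. In the ED, these numbers were 998 and 2902 of 15733 genes. The model and the filter moved these counts. The ED count was 431 when each gene had to have at least 10 counts in every library. It was 2099 with limma voom, sample quality weights and no surrogate variable. The EEM count was 1211 without a filter on low counts and 161 with the expression of XIST as a further covariate. With each embryo left out in turn, the ED count ran from 639, without the IVV embryo VE29, to 1160, and the EEM count from 426 to 729. The smallest p among genes lower in the ED of IVP embryos was that of FLI1 (Entrez 529124), a transcription factor gene. Its count was at the floor in each of the 7 IVP embryos and averaged 3.16 ± 2.14 CPM (SD, n = 9) in IVV embryos, at least 55.3-fold lower in IVP. HSD3B1 (Entrez 281824), which encodes a steroid dehydrogenase, had the smallest p among genes higher in the ED of IVP embryos once those known only by a LOC number were passed over, at 149 ± 57.3 CPM (SD, n = 7) against 35.7 ± 15.5 CPM (n = 9). In the EEM, NANOS3 (Entrez 112447338) was at the floor in all 6 IVP embryos and averaged 1.81 ± 1.09 CPM (SD, n = 8) in IVV embryos, at least 33.3-fold lower in IVP. PDGFB (Entrez 540106) was the first of the genes higher in the EEM of IVP embryos by p, again without those known by a LOC number, at 19.0 ± 8.17 CPM (SD, n = 6) against 3.90 ± 1.03 CPM (n = 8).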

Differential expression analysis returned 403 and 740 DEG in the EEM and ED, respectively, between IVP and IVV conceptuses (Tables S4A and S5A). 

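By direction, 778 DEG were lower and 220 higher in the ED of IVP embryos, so that 78.0% were lower (95% binomial confidence interval, Clopper-Pearson, 75.3% to 80.5%). In the EEM, 224 DEG were lower and 337 higher, with 39.9% lower (35.8% to 44.1%). The intervals treat genes as independent, which genes of one tissue are not. Without a surrogate variable the EEM had 192 lower and 184 higher DEG, so the majority in the EEM changed side with that choice. In the ED the lower DEG remained the larger group in each alternative that was run.

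**Figure D1:**
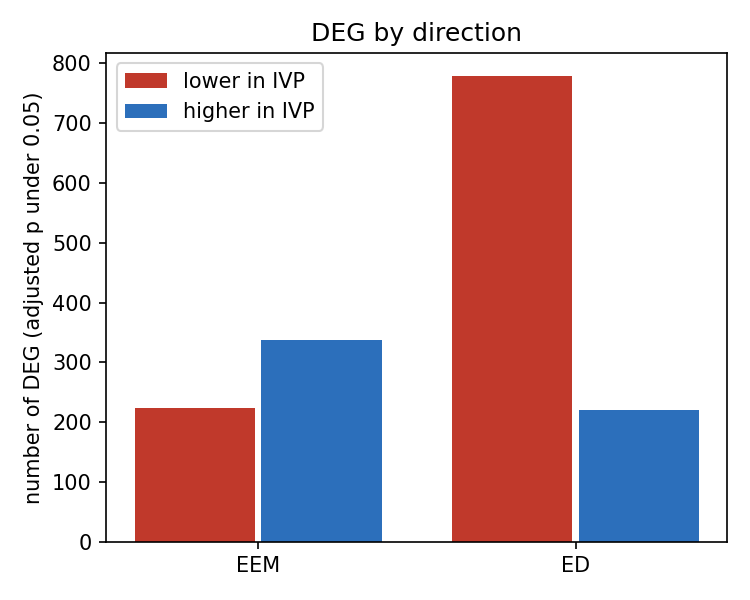
Number of DEG (adjusted p under 0.05) on the vertical axis for the EEM and the ED, with genes lower in IVP embryos in red and genes higher in IVP embryos in blue. The bars stand at 224 and 337 in the EEM and at 778 and 220 in the ED.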

Figure 3 depicts the number of up- or down-regulated genes on each comparison.

**Figure 3:**
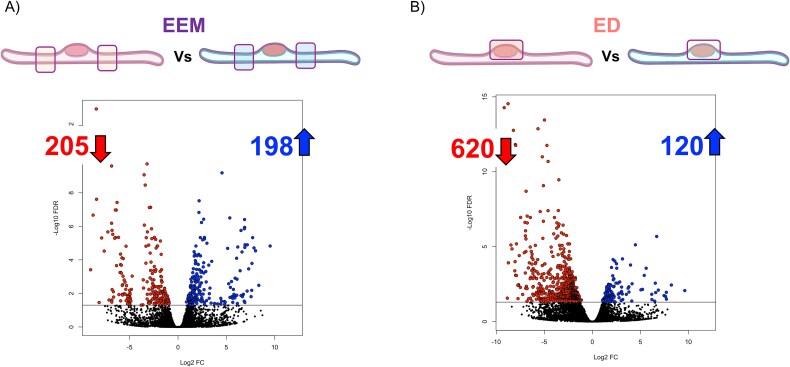
Differentially expressed genes (DEG) in the (A) extra-embryonic membranes (EEM) or (B) embryonic disc (ED) of day 15 elongated conceptuses produced in vitro compared to the in vivo counterparts. Blue and red dots in the volcano plots are DEG up- or down-regulated, respectively, in the in vitro produced embryo.

### Functional analysis of differentially methylated genes and differentially expressed genes

The overall lists of enriched ontological terms among the hyper- or hypo- DMG or up- or down-regulated DEG on each tissue list are detailed in the Supplemental files (DMG in EEM: Table S2B; DMG in ED: Table S3B; DEG in EEM: Table S4B and DEG in ED: Table S5B). 

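No ontology was used here. In its place, 18 gene lists written by hand before the data were examined were tested for their share of DEG, with a one-sided Fisher's exact test against all other tested genes and Benjamini-Hochberg adjustment over 68 tests. Among DEG higher in IVP embryos, 0 lists were past the threshold in either tissue. The list closest to it in the EEM was neurogenesis, with 2 of 23 tested genes higher (adjusted p = 0.365), and in the ED the epiblast list, with 1 of 14 (adjusted p = 0.58). Among DEG lower in IVP embryos, 7 lists were past it in the ED and 4 in the EEM. The set test camera with a preset correlation of 0.01 called 11 of 32 tests. Its version with an estimated correlation called 4, somitogenesis and histones in the ED and histones and immediate early genes in the EEM, and fry called 11. The test that moved the number of lists most was thus camera with estimated correlation. Lists for trophoblast, hypoblast, anterior-posterior HOX genes, hypoxia response, epithelial proliferation, maternal blood and maternal uterus had no enrichment past the threshold of Fisher's test in either tissue or direction. Of these, hypoxia response was past it as higher in the EEM with camera at the preset correlation (adjusted p = 0.0173), and maternal blood, with 3 tested genes, as lower in the ED with fry (adjusted p = 0.0292). The epiblast list was not past Fisher's threshold either, with 3 of 14 lower in the ED (adjusted p = 0.152). It was past it on calls without a surrogate variable (4 of 14, adjusted p = 0.0223) and with XIST as a further covariate (5 of 14, adjusted p = 0.0013), and also as lower in the ED with camera at the preset correlation (adjusted p = 0.0363) and as higher in the EEM with fry (adjusted p = 0.013).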

While there were very few ontological terms enriched among the up-regulated DEG in both EEM and ED, most of the DMG or down-regulated DEG were involved in developmental processes. Figure 4 details the most relevant ontological terms enriched among the hyper- or hypo-DMG or down-regulated DEG. In the EEM, terms related to epigenetics modifications, such as chromatin binding or remodeling and histone modification, were enriched among the down-regulated DEG. 

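In the EEM, 17 of the 43 tested core histone genes were among the lower DEG, against 1.41% of the other genes (odds ratio 45.6, adjusted p = 6.9e-19, Fisher's exact test). Over the list alone, 20 were lower. H2AC8 (Entrez 524808) averaged 0.151 ± 0.0537 CPM (SD, n = 6) in IVP and 1.47 ± 0.817 CPM (SD, n = 8) in IVV embryos, a log2 fold change of -3.08 (standard error 0.37, adjusted p = 1.19e-05 from edgeR's quasi-likelihood test). H2BC21 (Entrez 537985), the most abundant of the named histone genes, had a log2 fold change of -1.80 (standard error 0.28, adjusted p = 0.000229 from the same test). Histone genes are near-identical copies, so reads can be split or lost between them in counting, and a value for a single copy is uncertain. Histone mRNA without a poly(A) tail may also be caught to a varying degree in these poly(A)-selected libraries. That could move the whole list and stays open. Genes for chromatin and histone modifying enzymes gave another result. Of the 60 tested genes in that list, 1 was among the lower and 1 among the higher DEG (adjusted p = 1 for each), and the median log2 fold change was 0.02. The mean score of the list differed by -0.0043 between IVP and IVV embryos (exact permutation test, two-sided, p = 0.97, n = 6 and 8). The immediate early list was the other one with a large share of lower DEG in the EEM, with 15 of 27 genes (odds ratio 86.3, adjusted p = 3.42e-19). It includes FOS (Entrez 280795), at 83.0 ± 57.5 CPM (SD, n = 6) in IVP against 639 ± 313 CPM (SD, n = 8) in IVV embryos.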

Notoriously, for the ED, ontological terms critical for ED development were enriched among hypermethylated DMG and down-regulated DEG.

**Figure 4:**
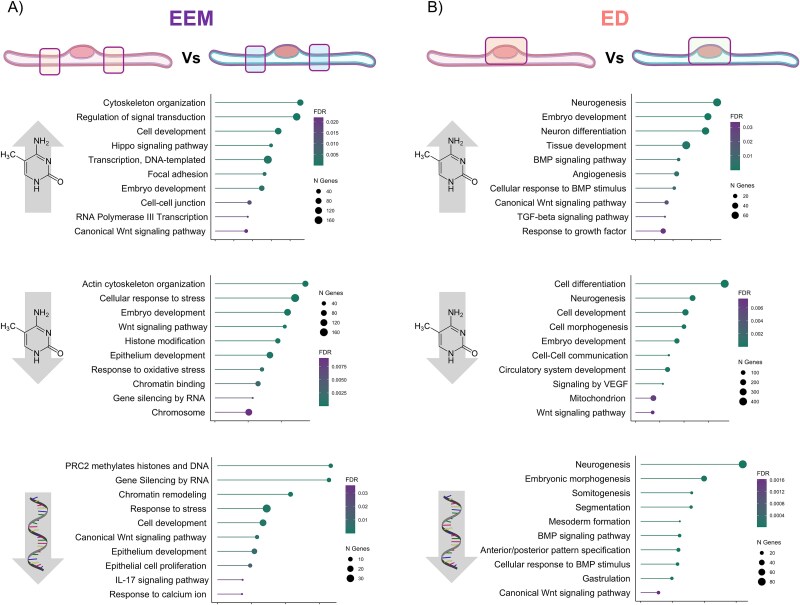
Main ontological terms enriched among hypermethylated genes (top), hypomethylated genes (middle), or down-regulated genes (bottom) in the (A) extra-embryonic membranes (EEM) or (B) embryonic disc (ED) of day 15 elongated conceptuses produced in vitro compared to the in vivo counterparts.

Furthermore, when comparing the enriched ontological terms related to the top 200 characterizing transcripts for each tissue lineage, hypermethylated DMG and down-regulated DEG (Figure 5), we found a strong overlap of terms in the ED (86 terms, 10.5% of the total) but to a lesser extent in the EEM (14 terms, 1.8% of the total). 

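Of the gene lists for these processes, somitogenesis and segmentation had 14 of 30 tested genes among the lower DEG of the ED, against 4.87% of other genes (odds ratio 17.1, adjusted p = 7.34e-10, Fisher's exact test). Gastrulation and mesoderm had 14 of 36 (odds ratio 12.4, adjusted p = 1.09e-08), Wnt signaling 15 of 61 (odds ratio 6.37, adjusted p = 2.15e-06), BMP signaling 11 of 34 (odds ratio 9.31, adjusted p = 3.93e-06) and neurogenesis 9 of 37 (odds ratio 6.24, adjusted p = 0.000511). Adjusted over the list alone, the lower genes numbered 16, 21, 21, 13 and 20 in that order of lists. Core histones, with 13 of 43, and immediate early genes, with 6 of 27, were also past the threshold in the ED. With XIST as a further covariate the immediate early list had 2 of 27 lower and was no longer past it (adjusted p = 1). Fisher's test treats genes as independent, which genes of one list are not. In camera with an estimated correlation, somitogenesis had an adjusted p of 0.0275 in the ED. The same test gave 0.12 for gastrulation, 0.379 for Wnt signaling, 0.168 for BMP signaling and 0.172 for neurogenesis.

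Among the genes of these lists with the smallest p, MESP2 (Entrez 615145), a somitogenesis gene, averaged 0.217 ± 0.158 CPM (SD, n = 7) in the ED of IVP embryos and 4.64 ± 2.25 CPM (SD, n = 9) in that of IVV embryos, with a log2 fold change of -4.45 (standard error 0.55, adjusted p = 2.29e-05 from edgeR's quasi-likelihood test). APLNR (Entrez 615435), a receptor gene of early mesoderm, had a log2 fold change of -6.58 (standard error 0.76), KDR (Entrez 407170) one of -5.10 (standard error 0.63) and ID1 (Entrez 497011), a target of BMP signaling, one of -2.82 (standard error 0.34). The count of APLNR was 10 in the IVV embryo VE19, close to the IVP embryos. For WNT3 (Entrez 540753) the log2 fold change was -3.06 (standard error 0.47), and for MIXL1 (Entrez 614854) -2.21 (standard error 0.36). With each embryo left out in turn, the log2 fold change of MESP2 ran from -4.67 to -4.18.

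As a value that does not depend on a threshold, each embryo was given the mean over a list's genes of its centred log2 CPM. The score for somitogenesis was -0.71 ± 0.46 (SD, n = 7) in the ED of IVP and 0.55 ± 0.40 (SD, n = 9) in that of IVV embryos, with all 7 IVP embryos below all IVV embryos (exact permutation test, two-sided, p = 8.74e-05, the smallest p that 7 embryos against 9 allow). For gastrulation the difference in means was -1.51 (p = 0.000437 from the same exact test), with 6 of 7 IVP embryos below all IVV embryos. Differences of -0.77 for BMP signaling, -0.66 for Wnt signaling and -0.94 for neurogenesis were also past the threshold after adjustment over 34 tests (adjusted p = 0.0119, 0.0172 and 0.00944, exact permutation test). In the EEM, the gastrulation score differed by -0.19 (exact permutation test, adjusted p = 0.318) and the Wnt score by -0.04 (adjusted p = 0.927). By share of lower DEG, however, both lists were past the threshold in the EEM too, gastrulation with 3 of 24 tested genes (odds ratio 9.35, adjusted p = 0.0378, Fisher's exact test) and Wnt signaling with 4 of 52 (odds ratio 5.47, adjusted p = 0.0494). Neither call was stable, with an adjusted p for gastrulation of 0.0805 on DESeq2 calls and 0.0663 with XIST as a further covariate, and for Wnt signaling of 0.158 without a surrogate variable and 0.259 with XIST. Genes with a log2 ratio of ED to EEM above 3 fell together in IVP embryos. Of 303 such genes, 286 were lower in the ED, with a median log2 fold change of -1.37. The median was -1.33 over the gastrulation list and -1.03 over the somitogenesis list. A smaller share of disc cells in the IVP pieces could give falls of this size and stays open, although KDR (-5.10) and MESP2 (-4.45) fell further. From the terms enriched among hypermethylated genes and down-regulated DEG, the paper concludes that processes of the ED are down-regulated in IVP embryos.

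**Figure D2:**
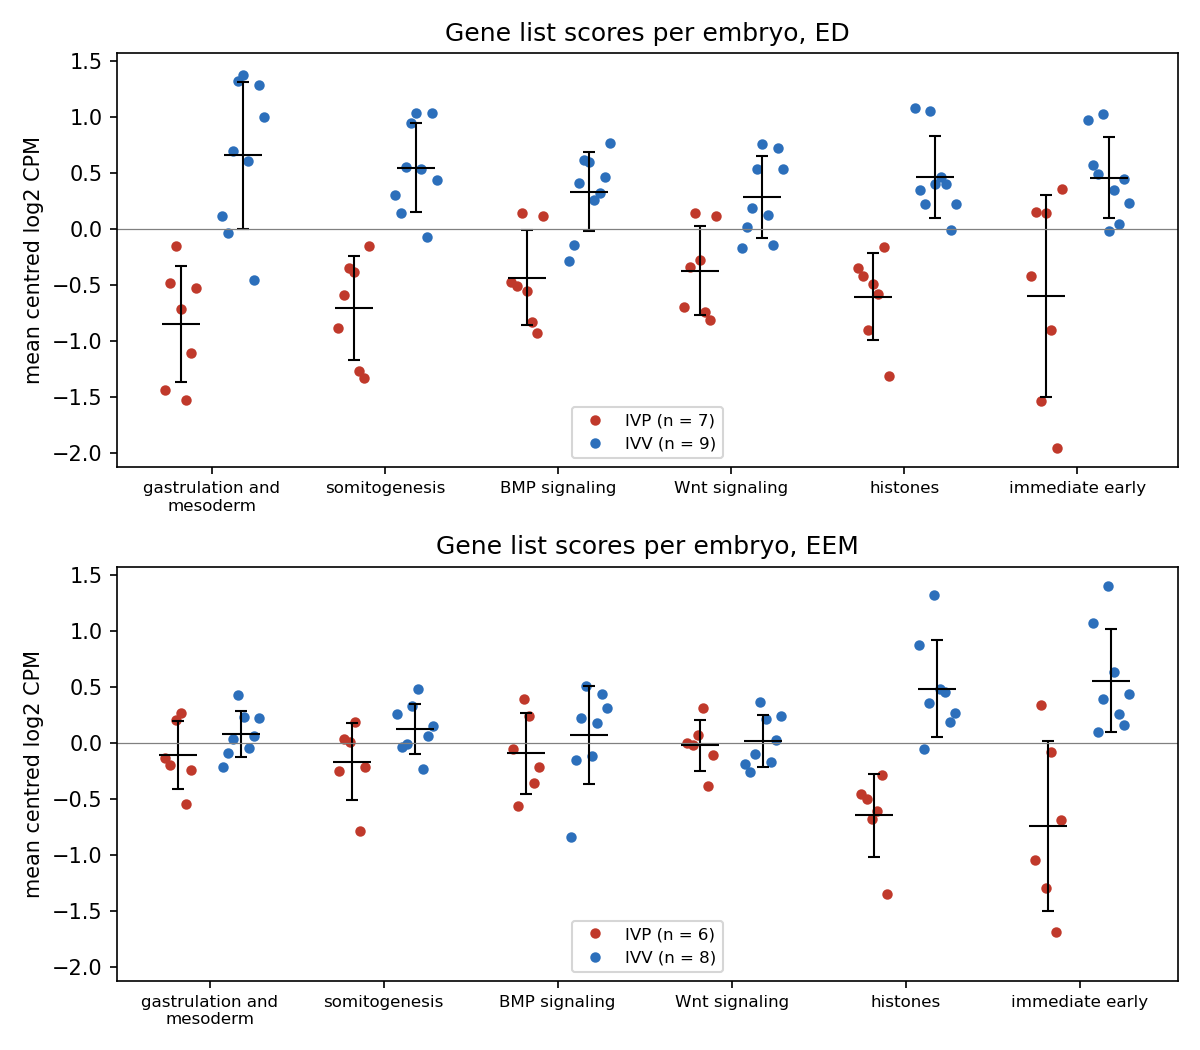
Mean centred log2 CPM over the genes of a list on the vertical axis, with a point for each embryo (IVP red, IVV blue) and the mean and SD in black, in the ED (top) and in the EEM (bottom). The means of the somitogenesis score are -0.71 and 0.55 in the ED.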

In the ED, key developmental processes such as Bone Morphogenetic Protein (BMP) and Wnt signaling pathways are enriched in both hypermethylated DMG and down-regulated DEG, while other ED exclusive processes, such as gastrulation, segmentation, axis specification, and mesoderm development are down-regulated in IVP embryos compared to IVV counterparts.

**Figure 5:**
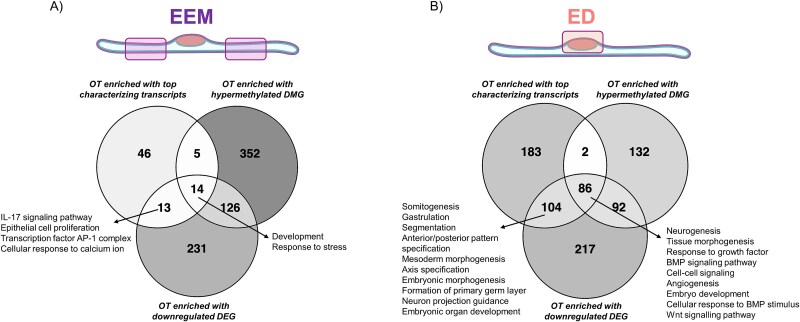
Overlap of enriched ontological terms among the top characterizing transcripts, hypermethylated genes, or down-regulated genes in the (A) extra-embryonic membranes (EEM) and (B) embryonic disc (ED) of day 15 elongated conceptuses produced in vitro or in vivo.

### Identification of differentially methylated genes on each tissue lineage

The number of genes that were differentially methylated in their promoter regions and showed corresponding changes in mRNA expression was 1412 in the EEM and 2023 in the ED of IVP embryos compared to IVV counterparts (Figure 6, Tables S6A and S7A). The proportion of DMEG relative to all promoter-methylated genes was 23.9% (338/1412) in the EEM and 30.2% (611/2023) in the ED.

**Figure 6:**
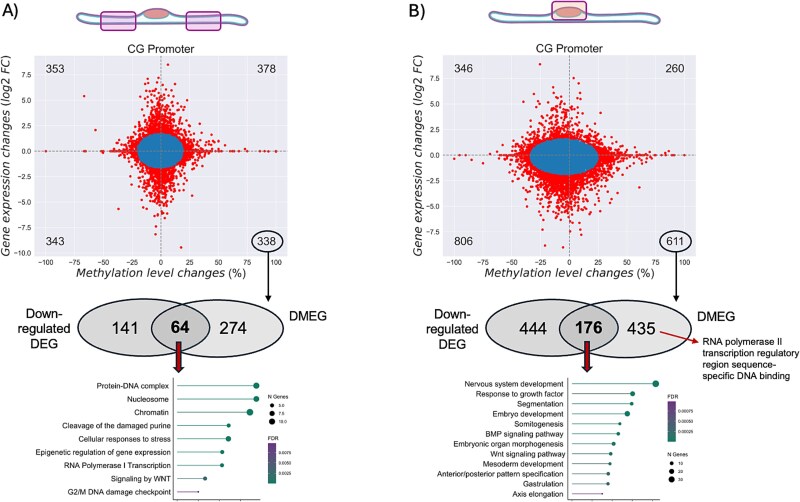
Promoter-level associations between changes in DNA methylation and gene expression in the (A) embryonic membranes (EEM) or (B) embryonic disc (ED). Red dots represent genes that are differentially methylated in their promoter regions and exhibit corresponding changes in mRNA expression (identified using a bivariate Gaussian mixture model; *P* < 10^−3^) in the EEM or ED of day 15 elongated conceptuses produced in vitro compared to their in vivo counterparts. Each quadrant of the plots displays the number of genes that are differentially methylated and differentially expressed. Genes that are both hypermethylated in their promoters and inhibited in expression were defined as differentially methylated and differentially expressed genes (DMEG; circled in the plots). Overlapping DMEG and down-regulated differentially expressed genes (DEG) are enriched for relevant ontological terms, as summarized in the corresponding lollipop plots.

This integrative analysis supports the findings described above from the individual omics datasets. In the EEM, DMEG overlapping with down-regulated DEG were primarily associated with transcription and epigenetic regulation of gene expression (Figure 6A; Table S6B). In contrast, in the ED, DMEG overlapped with down-regulated DEG enriched for ontological terms related to gastrulation, segmentation, axis specification, mesoderm formation, and signaling pathways such as BMP and Wnt (Figure 6B; Table S7B).

### Ability of the embryos to sustain a pregnancy according to the embryo competence index

The ECI values were affected by the procedure since IVP samples had a lower ECI value than IVV samples (−2.9 ± 2.9 vs 0.7 ± 2.5 for IVP and IVV, respectively) and by the tissue lineage, since the EEM showed a lower ECI than the ED (−2.1 ± 2.9 vs 0.2 ± 3.2 for EEM and ED, respectively). There was no interaction between the tissue lineage and the procedure, since the in vitro process lowered the ECI values in both tissue lineages (−3.4 ± 3.3 for EEM in IVP; −1.8 ± 2.3 for EEM in IVV; −2.4 ± 2.8 for ED in IVP and 2.2 ± 1.6 for ED in IVV; Figure 7A), suggesting that at day 15, IVP conceptuses were less likely to sustain a pregnancy than the IVV embryos. Furthermore, the ECI values for both EEM and ED were positively correlated with embryonic length (Figure 7B). As mentioned, IVP embryos were significantly shorter than the IVV counterparts (4.53 ± 3.63 vs 13.03 ± 8.04 mm).

**Figure 7:**
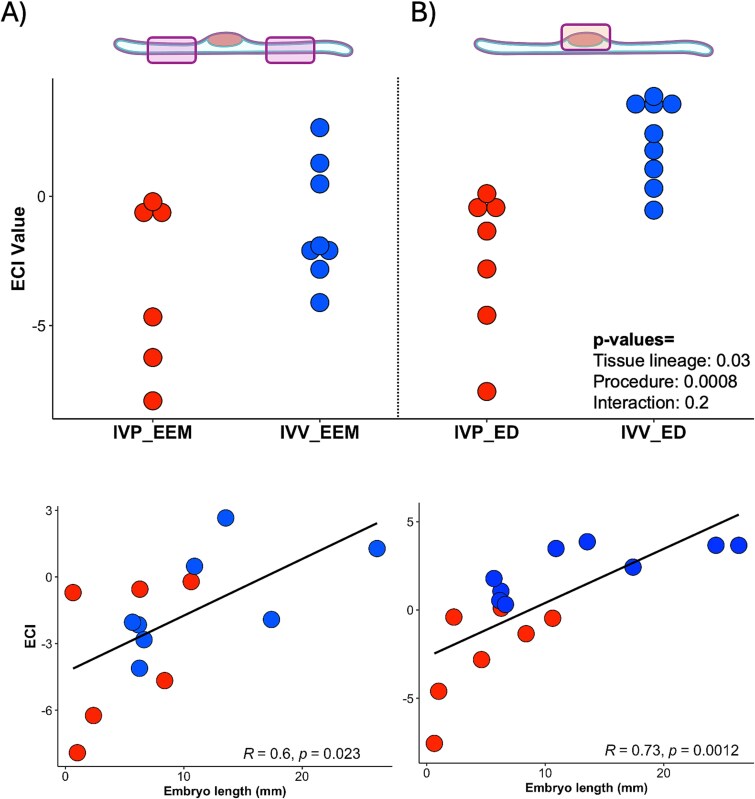
Embryonic competence index (ECI) values for the (A) embryonic membranes (EEM) or (B) embryonic disc (ED) of day 15 elongated conceptuses produced in vitro (IVP; red) or in vivo (IVV; blue), shown in the dotplots (top panels; the inset details the *P*-values for the effects of tissue lineage—EEM or ED, the procedure—IVP or IVV, and the interaction on the ECI values) or correlated with embryo length (bottom panels; the insets depict the Pearson correlation coefficient—*R*—and corresponding *P*-value).

### Overlap between differentially expressed genes in our study and differentially expressed genes determined in external studies

There was no association between DEG determined for the Day 21 and Day 15 IVP vs IVV conceptuses. However, 15 down-regulated genes significantly overlapped between Day 18 and Day 15 IVP vs IVV conceptuses (Figure 8A). Three of these genes enriched for canonical Wnt signaling pathway (*FRZB, NKD1, SNAI2)*.

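The genes named in Figure 8A were followed in the EEM counts. Of the 15 genes, 14 had enough counts to be tested, 10 were lower DEG in IVP embryos and 3 were higher DEG. Adjusted over the list alone, 11 were lower, but the study picked the list partly from these libraries, so this is not independent evidence. STK32C (Entrez 524218) averaged 0.40 ± 0.269 CPM (SD, n = 6) in IVP and 2.39 ± 1.18 CPM (SD, n = 8) in IVV embryos, with a log2 fold change of -2.55 (standard error 0.46, adjusted p = 0.00121 from edgeR's quasi-likelihood test). LSMEM1 (Entrez 613798) had a log2 fold change of -1.60 (standard error 0.27, adjusted p = 0.000688 from that test) and non-overlapping groups. GJB5 (Entrez 524030) was at the floor in all IVP embryos and at least 15.0-fold lower than in IVV embryos. The fitted log2 fold changes of the other 7 lower DEG ran from -2.52 for CAPN14 to -1.10 for RELT. HSD3B1 was higher in IVP, at 190 ± 41.8 CPM (SD, n = 6) against 45.9 ± 20.5 CPM (SD, n = 8), a log2 fold change of 2.09 (standard error 0.28, adjusted p = 5.11e-05 from the same test). SEMA3C (Entrez 512660) was higher by 1.98 (standard error 0.39) and ARHGAP45 (Entrez 512972) by 1.18 (standard error 0.27) on the log2 scale. PARP8 had 0 to 4 counts in IVP embryos and fell under the filter. With XIST expression as a further covariate, 4 of the genes were lower DEG and 1, HSD3B1, was a higher DEG. SEMA3C and ARHGAP45 were then not DEG.

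**Figure D3:**
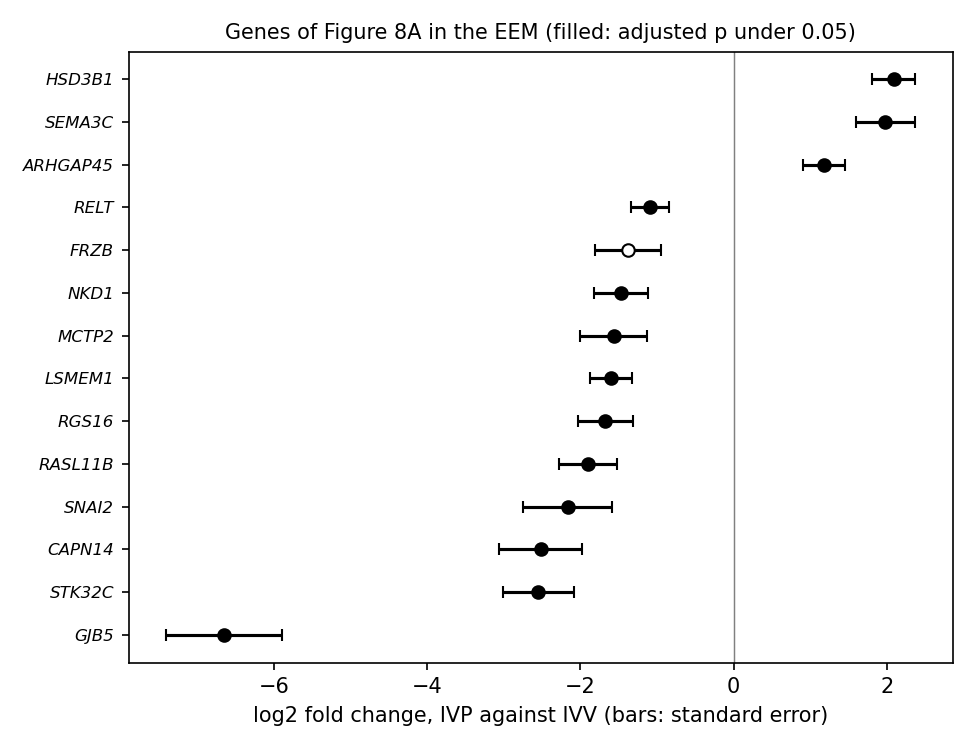
Log2 fold change of IVP against IVV in the EEM on the horizontal axis, with its standard error, for the 14 tested genes of Figure 8A; filled points have an adjusted p under 0.05. HSD3B1, SEMA3C and ARHGAP45 lie above 0, and the fitted value of GJB5, -6.65, depends on a group at the floor.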

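In the EEM, NKD1 (Entrez 618586) averaged 0.981 ± 0.565 CPM (SD, n = 6) in IVP and 2.79 ± 1.13 CPM (SD, n = 8) in IVV embryos, and its log2 fold change was -1.47 (standard error 0.35, adjusted p = 0.0145 from edgeR's quasi-likelihood test). SNAI2 (Entrez 520631) had few counts, between 0 and 9 in IVP embryos, and its log2 fold change of -2.17 (standard error 0.58, adjusted p = 0.0333 from the same test) had an adjusted p of up to 0.0797 when 1 embryo was left out. FRZB (Entrez 281170) had a log2 fold change of -1.38 (standard error 0.43) and an adjusted p of 0.0758 from the quasi-likelihood test of edgeR. With DESeq2 in place of edgeR its adjusted p was 0.0214, and over the alternatives set before the data were examined it ran from 0.00984 to 0.136, or from 0.00638 to 0.182 with 1 embryo left out.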

**Figure 8:**
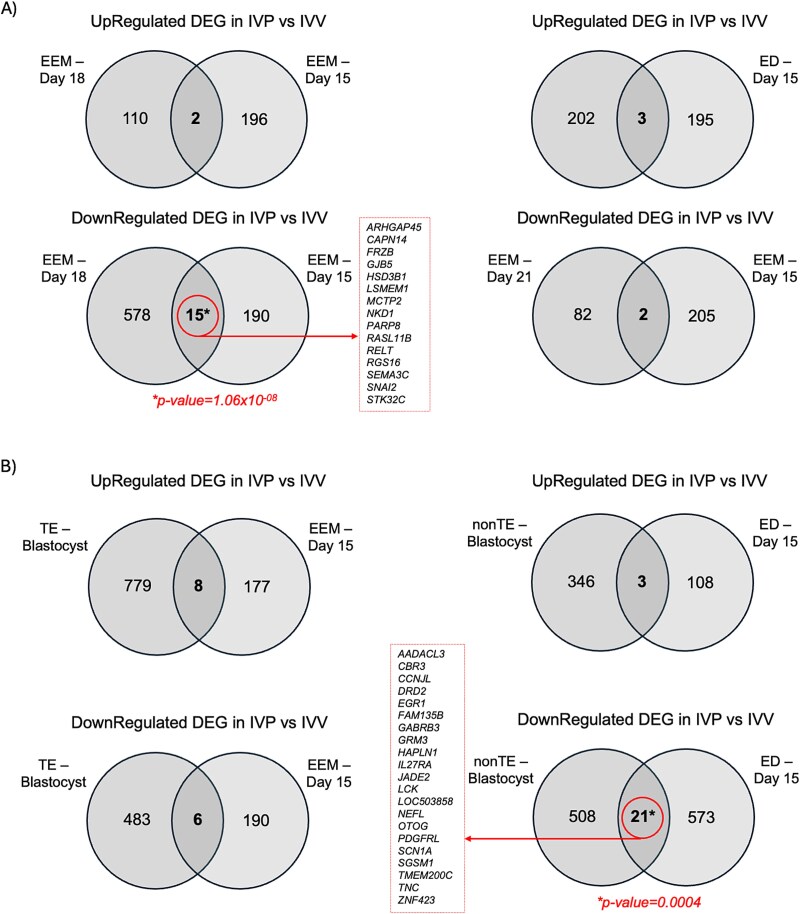
Overlap between up- and down-regulated differentially expressed genes (DEG) in the (A) extra-embryonic membranes (EEM) or chorion of in vitro (IVP) vs in vivo (IVV) produced day 18 and Day 21 conceptuses, as determined by Biase et al. [42] or in the (B) trophectoderm (TE) and non-TE cells of IVP vs IVV blastocysts, as determined by Ming et al. [43] with DEG in the EEM or embryonic disc (ED) of IVP vs IVV day 15 conceptuses, as we identified in this study.

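Of 20 genes followed from Figure 8B, 17 could be tested in the ED, and all 17 had lower fitted expression in IVP embryos. Of these, 15 were DEG over all tested genes, and 17 were past the threshold adjusted over the list alone, which is not independent evidence since the study picked the list partly from these libraries. TNC (Entrez 540664), an extracellular matrix gene, averaged 0.181 ± 0.12 CPM (SD, n = 7) in IVP and 2.54 ± 1.05 CPM (SD, n = 9) in IVV embryos, with a log2 fold change of -3.83 (standard error 0.51, adjusted p = 5.76e-05 from edgeR's quasi-likelihood test). JADE2 (Entrez 512319) had a log2 fold change of -2.08 (standard error 0.37, adjusted p = 0.00107 from that test), with non-overlapping groups. AADACL3 (adjusted p = 0.0527, log2 fold change -2.44) and LCK (adjusted p = 0.0638, log2 fold change -1.32) were not past the threshold of the quasi-likelihood test. FAM135B, GRM3 and HAPLN1 had too few counts to be tested. Without the filter on low counts all 20 genes were tested and 20 were lower DEG.

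**Figure D4:**
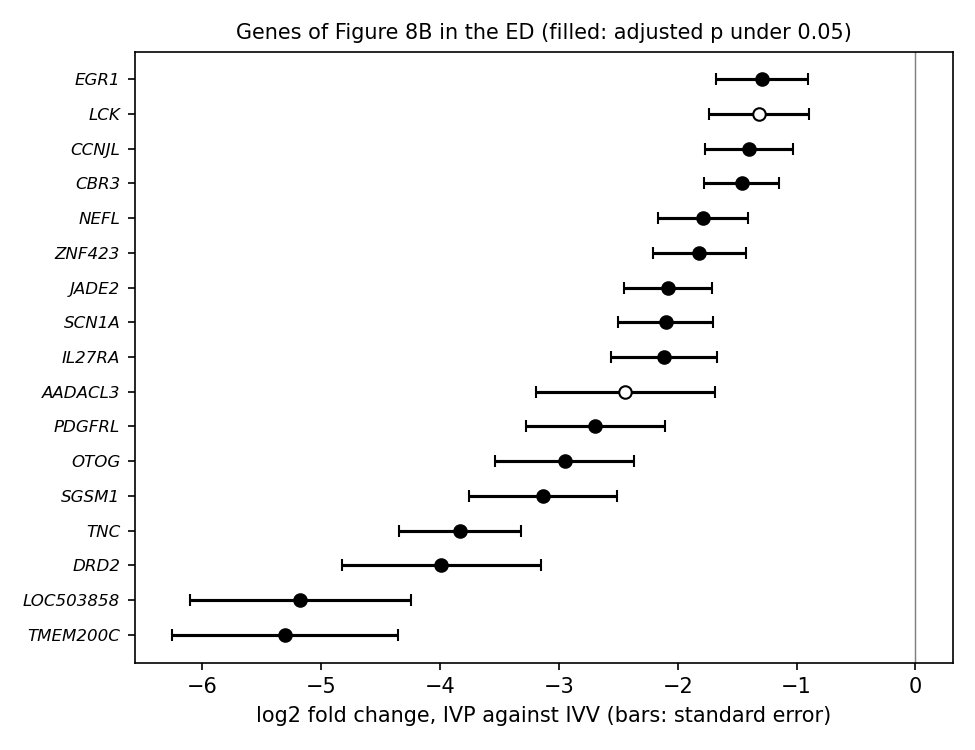
Log2 fold change of IVP against IVV in the ED on the horizontal axis, with its standard error, for the 17 tested genes followed from Figure 8B; filled points have an adjusted p under 0.05. All 17 lie below 0, and the fitted values of TMEM200C and LOC503858 depend on a group at the floor.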

When the list of up- or down-regulated DEG in the TE and non-TE cells of IVP versus IVV blastocysts and in the EEM or ED of IVP versus IVV day 15 conceptuses were compared, there was a significant association of 21 down-regulated DEG in the non-TE cells of IVP blastocysts and in the ED of IVP day 15 conceptuses (Figure 8B). A functional analysis of these 21 genes revealed that 9 of them were involved in system development (*TNC, EGR1, DRD2, LCK, GABRB3, IL27RA, ZNF423, JADE2, NEFL*), while 5 of them were in neurogenesis and neuron projection (*DRD2, GABRB3, SCN1A, GRM3, NEFL*).

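Among the genes with a role in neurogenesis, DRD2 (Entrez 281126) averaged 0.0469 ± 0.0739 CPM (SD, n = 7) in the ED of IVP and 0.787 ± 0.554 CPM (SD, n = 9) in that of IVV embryos. NEFL (Entrez 281348) had a log2 fold change of -1.79 (standard error 0.38, adjusted p = 0.00521 from edgeR's quasi-likelihood test) and SCN1A (Entrez 529590) one of -2.10 (standard error 0.40, adjusted p = 0.00199). EGR1 (Entrez 407125) averaged 97.0 ± 55.7 CPM in IVP (SD, n = 7) and 274 ± 199 CPM in IVV embryos (SD, n = 9), with an adjusted p of 0.0469 from the same test and of up to 0.0896 with 1 embryo left out. GRM3 had 0 to 4 counts in the IVP embryos.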

## Discussion

Higher pregnancy losses after the transfer of an IVP embryo are a negative consequence of this technology, for which the underlying mechanisms are multi-factorial and still not completely elucidated. Previous evidence suggests that IVP embryos have a compromised ability to trigger the appropriate molecular interaction with the maternal endometrium leading to attachment, and therefore, deregulation in conceptus–maternal communication can lead to embryonic death [42, 44, 45]. However, it is still unclear to what extent the main lineage tissues in the embryo are affected by the in vitro process after interaction with the maternal environment. Given that elongation of the IVP embryos is impaired, leading to IVP conceptuses of smaller size [23, 46], and differential DNA methylation was found to be prominent at intragenic sequences within the TE of IVP and IVV day 17 conceptuses [22], the EEM should be subjected to developmental errors in the IVP embryo, as we reported after a multi-omics metanalysis [25]. However, in vitro procedures introduce epigenomics changes early in development [26], even if the embryo was exposed to in vitro processes only during the period of EGA [47]. Therefore, both main tissue lineages would still be impacted in the peri-implantation period. To shed light on this aspect, we first applied a machine learning method (modified autoencoder) [32] to integrate both omics datasets and define the top transcripts characterizing each tissue. For analogy, the autoencoder is usually used in facial recognition, where after the input of different images of the face, the algorithm will extract the diagnostic features that allow reconstruction of the given face [48]. The tool proposed by MoGCN is an unsupervised method, i.e., we did not specify to which condition each sample belonged. The selected 200 transcripts for each tissue, out of ~17 000, were enriched for terms that might be occurring in EEM, such as response to oxygen levels or epithelial cell proliferation, but are known to be critical for the ED, such as gastrulation, somitogenesis, and pattern specification, confirming the effectiveness of the ED sampling. 

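The ED and EEM pieces of the 13 embryos with both tissues were compared with embryo as a block in the model. Of 14898 tested genes, 3124 differed, 1909 higher in the ED and 1215 higher in the EEM. Without the block, 1473 genes differed, 1412 higher in the ED and 61 higher in the EEM, so the number higher in the EEM depended on the block. The quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment gave the smallest p to SLC7A3 (Entrez 539065), at 33.5 ± 38.6 CPM in the ED and at the floor in the EEM (SD, n = 13), at least 577-fold higher in the ED. EOMES (Entrez 511947), a gene of gastrulation and trophoblast, averaged 15.9 ± 15.3 CPM in the ED and 0.00798 ± 0.0211 CPM in the EEM (SD, n = 13). NANOG (Entrez 538951), a pluripotency gene, averaged 15.1 ± 11.3 CPM in the ED and 0.0413 ± 0.0639 CPM in the EEM (SD, n = 13). Differences in the other direction were smaller. ACSL4 (Entrez 536628) had the smallest standard error of the genes named as higher in the EEM, with a log2 ratio of ED to EEM of -0.61 (standard error 0.09), and 38 genes tested in the ED were at least 2-fold higher in the EEM. The median log2 ratio of ED to EEM over 25 trophoblast markers was -0.27. From the terms enriched in each tissue, the paper concludes that the sampling of the ED was effective.

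**Figure D5:**
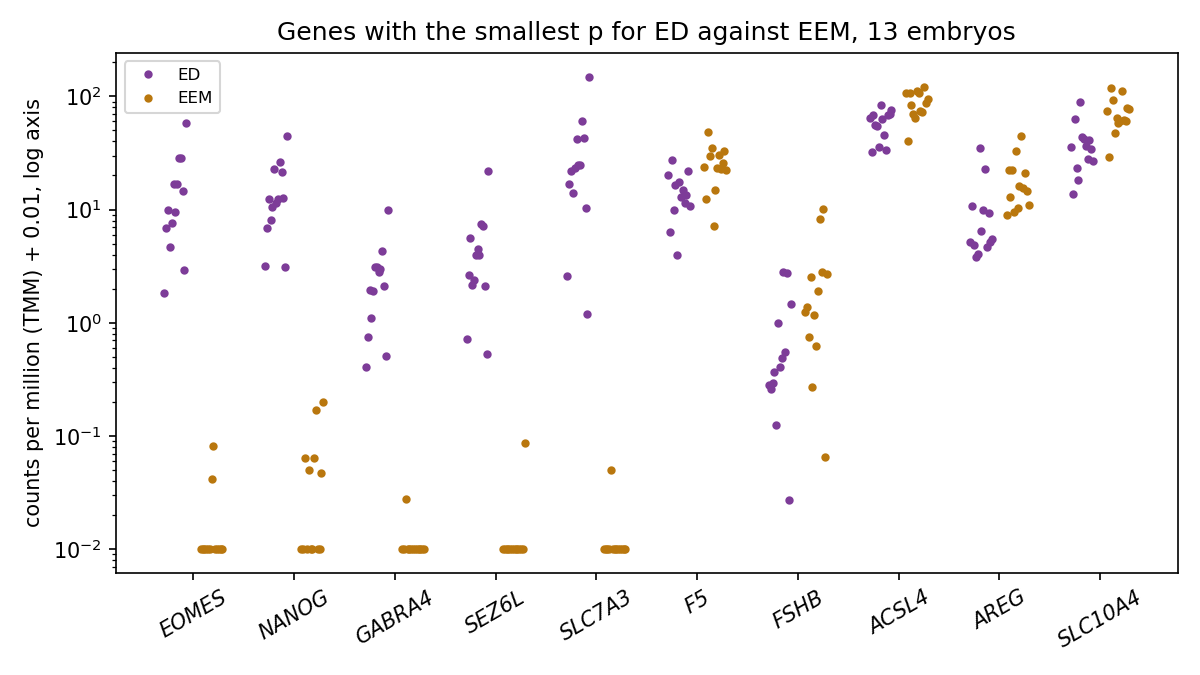
CPM plus 0.01 on a log axis for the 5 genes with the smallest p higher in the ED and the 5 higher in the EEM, with a point for each of 13 embryos in each tissue. EOMES, NANOG, GABRA4, SEZ6L and SLC7A3 are separated fully between the tissues, while the other 5 genes overlap.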

The next steps consisted of supervised differential methylation and differential expression analyses and promoter-level associations between methylation and gene expression changes, followed by an overrepresentation analysis of biological terms among the identified DMG, DEG, and DMEG.

Results from the above steps demonstrated an inhibition of the key ontological terms in the ED of IVP embryos compared to the ED of IVV embryos, suggesting a developmental alteration of IVP conceptuses, even beyond the morphological differences we controlled for. Results from the ECI support this statement. The ECI was effectively tested in embryos at the blastocyst and elongated conceptus stages, and it was found to be positively correlated with the length of day 17 conceptuses [41], as also observed in the present study. IVV embryos have higher ECI than IVP embryos, in agreement with the shorter length on average of the IVP conceptuses. Additionally, the difference in the ECI for ED and EEM was hindered because of the IVP process. In other words, the ED transcriptome, which is already differentiated at day 16 in the bovine IVV embryo [49], should indicate a higher capacity to establish pregnancy than the EEM transcriptome at day 15 of gestation, but this competence was potentially diminished in the ED of IVP conceptuses.

Differences in lengths between IVP and IVV conceptuses might also be attributed to the progesterone produced by multiple corpora lutea in response to the superovulation treatment performed in the IVV embryo donors before insemination since high progesterone concentration in the first few weeks post-ovulation primes the endometrium and accelerates conceptus elongation [50, 51]. Nevertheless, the epigenomic and transcriptomic differences observed in this study suggest that the IVP process could have impacted the ED differentiation, and day 15 embryos were abnormal compared to the IVV counterparts.

Notably, several genes related to ED-specific processes, such as somitogenesis and gastrulation, and to development, such as the BMP and the canonical Wnt signaling pathway, were hypermethylated in the promoter and thereby silenced in the ED of the IVP conceptuses. The BMP signaling triggers the cascade of signals controlling self-organized patterning, being essential for gastrulation, as shown by knockout studies in mice [52]. A study done with human embryonic stem cells determined that signaling from the *BMP4* gene induces the Wnt signaling pathway to promote mesoderm differentiation [53]. Specifically, the canonical Wnt signaling pathway, mediated by Wnt proteins such as *WNT3, WNT1, and WNT5a* [54], is primordial for primitive streak formation [55]. 

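WNT5A (Entrez 530005) averaged 0.813 ± 0.332 CPM (SD, n = 7) in the ED of IVP embryos and 6.62 ± 3.86 CPM (SD, n = 9) in that of IVV embryos, with a log2 fold change of -3.13 (standard error 0.43, adjusted p = 6.78e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each embryo left out in turn, the log2 fold change stayed between -3.25 and -2.90. BMP4 (Entrez 407216) averaged 9.86 ± 2.48 CPM in IVP embryos (SD, n = 7) and 33.2 ± 15.1 CPM in IVV embryos (SD, n = 9), a log2 fold change of -1.74 (standard error 0.27, adjusted p = 0.000241 from the same test). The IVP and IVV embryos did not overlap in the CPM of BMP4, and overlapped in those of WNT5A. Over the alternatives, the adjusted p of BMP4 reached 0.0269. The promoter methylation of these genes was not analysed here.

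**Figure D6:**
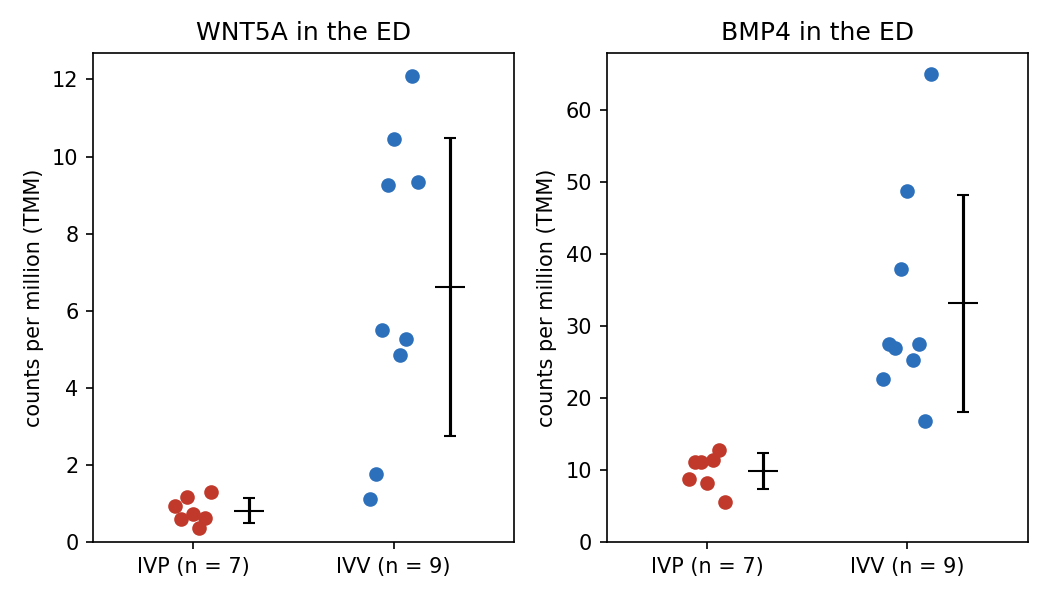
CPM of WNT5A (left) and BMP4 (right) in the ED on the vertical axis, with a point for each embryo (IVP red, IVV blue) and the mean and SD in black. The means are 0.813 and 6.62 CPM for WNT5A and 9.86 and 33.2 CPM for BMP4.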

In our study, *WNT5A* and *BMP4* were hypermethylated in the promoter and inhibited in expression in the ED of the IVP conceptuses compared to the IVV counterparts. Therefore, the in vitro process induces an epigenomic de-regulation of these and other important genes involved in the BMP and Wnt signaling pathway, which impair the gene expression and the coordinated development of linage tissues in the elongated embryo, at least at day 15 of gestation.

Thus, the next pivotal question is if an IVP embryo presents a molecular signature related to developmental delay only during the pre-implantation period or if it is a common consequence of the in vitro process, or in other words, induced by the lack of the oviductal environment, regardless of variables such as the IVP media, technical procedures, or parental characteristics. Recent results reported by two different groups support this last motion. Briefly, Biase et al. [42] measured the transcriptome on the EEM and endometrial tissues of pregnancies initiated by AI or in vitro, at days 18 and 25 of gestation, when TE cells have differentiated into the chorion to begin placentation [20]. The authors found that the in vitro process strongly altered the gene expression in both the conceptus and the endometrium and, interestingly, transcripts in the chorion of day 25 IVP conceptuses were present in the EEM of day 18 IVV conceptuses. The embryos were investigated at a later stage than in our study, i.e., during the period of attachment, and the results were limited to the EEM -or the chorion- and not the ED of the elongated embryos. However, deregulation of gene expression in the day 18 and day 25 IVP conceptuses suggests that the development of these embryos could have also been altered at day 15, as observed in our study and indicated by the significant overlap between down-regulated genes at day 18 and day 15 EEM of IVP embryos compared to IVV counterparts.

At the blastocyst stage, the in vitro processes notoriously retard the process of cell fate commitment to the ICM, as demonstrated by Ming et al. [43]. The authors conducted single-cell RNAseq analysis of bovine IVP or IVV blastocysts, and one of the aims was to determine how in vitro conditions can impact the transcriptome of the blastocyst. One of their conclusions was that developmental potential differences between IVV and IVP embryos were mainly contributed by ICM, which, as mentioned in the introduction, will originate a cell lineage that will differentiate into the ED. The authors found that DEG down-regulated in the non-TE cells of IVP embryos were involved in development and neurogenesis, which coincides with our findings. Furthermore, the significant overlap between the 21 down-regulated DEG in the non-TE cells of IVP blastocysts and in the ED of IVP day 15 conceptuses suggests that impairment of cell lineage differentiation is induced early in development in the IVP embryo, and it is carried over several days after the embryo is transferred and gets in contact with the uterine environment, potentially impeding implantation and pregnancy continuation.

A limitation of our study is that IVV embryos were conceived through AI, and thus, some molecular differences could have been attributed to the conceptus allogeneity. Also, although we performed bulk RNAseq on each main lineage tissue, the application of the single-cell RNAseq technology would have provided higher fidelity to discern the consequences of the in vitro procedure on each cell lineage. Nevertheless, the application of multi-omics in our study provided insights into the potential mechanisms involved in pregnancy losses of the IVP embryo.

In conclusion, our study on day 15 bovine embryos highlights the negative effect of the IVP technology on the developmental processes of both tissue lineages analyzed, this effect being more pronounced in the ED than in the EEM. 

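Whether the effect of the procedure differs between tissues was tested as an interaction, in the 13 embryos with both tissues. Of 16784 tested genes, 172 had an adjusted p under 0.05 for the interaction, 154 with a lower value in the ED of IVP embryos relative to the EEM and 18 with a higher one. The count ran from 101, without the IVV embryo VE29, to 211 when 1 embryo was left out, and was 11 when each gene had to have at least 10 counts in every library. FBN2 (Entrez 540017), an extracellular matrix gene, had the smallest p, with an interaction on the log2 scale of -4.35 (standard error 0.45, adjusted p = 5.51e-05 from edgeR's quasi-likelihood test). SH3BGRL (Entrez 614007) had an interaction of -3.74 (standard error 0.39). WNT5A had -4.18 (standard error 0.51, adjusted p = 0.000278 from the same test). A negative value can come from a fall in the ED or a rise in the EEM. In separate fits of each tissue, FBN2 had log2 fold changes of -1.80 in the ED and 2.54 in the EEM. SH3BGRL was not a DEG in the ED (-0.92) and was higher in the EEM (2.72). WNT5A was lower in the ED (-3.13) and not a DEG in the EEM (1.19). Of 15 named genes with a negative interaction, 12 were lower DEG in the ED. Across the 14680 genes tested in these embryos, the effects of the procedure in the ED and in the EEM correlated with Pearson's r of 0.537 and Spearman's rho of 0.493. Genes are not independent replicates, and both tissues come from the same embryos. Permuting the procedure over whole embryos 100 times gave a median r of 0.505, and 38 permutations gave an r as large (permutation p = 0.38). From the effects in both tissues, the paper concludes that the ED is more affected than the EEM.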

Further studies can be aimed at stimulating the differentiation of the IVP embryo during in vitro culture to match its development with that of an IVV embryo. Optimization of the IVP technology is a current compromise that can positively impact the sustainability of food production derived from cattle.

## Supplementary Material

Figure_S1_ioaf095

Figure_S2_ioaf095

Supplementary_Tables_ioaf095

## Data Availability

Data are deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE278243.

How the deposited data were processed for this re-analysis (not part of the article)

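Day 15 bovine embryos, 8 produced in vitro (IVP) and 9 in vivo (IVV), gave 30 poly(A)-selected RNA libraries: 7 IVP and 9 IVV from the ED, and 6 IVP and 8 IVV from the EEM. Both tissues were sequenced in 13 embryos, 5 IVP and 8 IVV. The authors filtered the paired reads with SOAPnuke, aligned them with STAR to ARS-UCD1.3 and counted them per gene with featureCounts. The values are raw counts per library for 35092 Entrez gene IDs, with no filter on genes and no normalization, and each of the 30 columns was used. Counts were whole numbers, 24305 genes had a count in at least 1 library, and no libraries were copies of each other. Even values were more frequent than odd ones among small counts (19289 entries held 2 counts, 15257 held 1, 13344 held 3 and 13852 held 4), as when each mate of a pair is counted on its own, so an alternative with halved counts was added. Symbols were taken from the RefSeq annotation of ARS-UCD2.0 by gene ID, which named 31630 genes holding 99.5% of the counts and left 3462 without a name; its positions were not used, since its assembly is another one.

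Library totals ran from 48713218 to 63037371 counts. The 10 most abundant genes held between 9.14% and 18.8% of a library. A gene was taken as at the floor in a group when every library held at most 3 counts, and such limits cover counting error only.

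Each tissue was analysed with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr with at least 10 counts, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The paper used DESeq2 and controlled for morphology with sva, and its text does not name the number of surrogate variables, so 1 surrogate variable from svaseq (sva 3.50.0) was the setting here. The ED and EEM were compared in the 26 libraries of the 13 embryos with embryo as a block, and the interaction of tissue and procedure was tested in the same libraries and with the same block. CPM were put on the log2 scale with a prior count of 2. Genes were followed one by one under fixed rules, and the text and figures print part of them. The rules took every gene that the paper's text or Figure 8 names as a result, the 3 DEG with the smallest p per tissue and direction, the 3 genes with the smallest p of the interaction, the 5 with the smallest p per direction for ED against EEM, and at most 5 DEG per enriched list. One gene under these rules is not reported here, and the counts over named genes leave it out. In the choices by p, genes without a symbol or with a LOC number only were passed over. XIST, the genes shown for the share of disc cells and the genes of the interaction beyond these rules were chosen after their values were seen.

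Since no ontology was at hand, 18 gene lists were written by hand before the data were examined. They cover epiblast, trophoblast, hypoblast, gastrulation and mesoderm, somitogenesis, anterior-posterior HOX genes, BMP signaling, Wnt signaling, neurogenesis, chromatin regulators, core histones, immediate early genes, hypoxia response, epithelial proliferation, maternal blood, maternal uterus, Y-linked genes and X inactivation. No gene of the Y-linked list was found among the names. Lists were tested among DEG with a one-sided Fisher's exact test, with camera (preset correlation 0.01 and estimated) and fry in limma 3.58.1, and as a mean score per embryo with an exact permutation test. Further lists for mitochondrial transcripts (13 genes), X-linked genes (68) and S phase (26) were written after results had been seen.

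The alternatives tried were other numbers of surrogate variables, DESeq2 1.42.0, limma voom, other normalizations and filters, subsets of embryos, the letter that ends the sample titles as a term, the expression of XIST as a covariate, and leaving out each embryo in turn. The scripts were tested on simulated data. Of 200 genes changed in simulated ED libraries with 15510 genes tested, 111 were recovered, with 5 false calls among 116. Of those changed 4-fold 90.8% were recovered, on a base that is not given. In the EEM, with 14506 genes tested, 105 of 200 were recovered, with 4 false calls among 109. For ED against EEM, with 15268 genes tested, 173 of 200 were recovered, with 13 false calls among 186 (6.99%). For the interaction, with 16467 genes tested, 97 of 200 were recovered, with 7 false calls among 104 (6.73%). These last shares of false calls were both above the nominal share. With no gene changed, 0 calls were made in either tissue. Methylation data, the autoencoder, the competence index and comparisons with other published DEG were not analysed here.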

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

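The tests of sex, X-linked genes and disc share in this part were chosen after the results had been seen, although XIST as a covariate was among the alternatives set before, and the tests of other splits of the embryos were set before. Among 260 groups of embryos, 16 had a lowest or highest embryo far from the others, where 13 are expected by chance (1 in 20), so the number of such embryos is what chance gives. The ratio of the gap to the range was 0.499 for OTOG in the ED of IVV embryos (lowest in VE4), 0.57 for HSD3B1 in the ED of IVP embryos (lowest in IVPF10), 0.564 for MIR192 in the EEM of IVV embryos (lowest in VE26), 0.635 for LEF1 in the ED of IVP embryos (lowest in IVPF14) and 0.656 for KDR in the ED of IVP embryos (lowest in IVP10). For SFRP4 in the ED it was 1 in IVP embryos, where the highest embryo, IVPF13, held 1 count and the others 0, and 0.525 in IVV embryos (lowest in VE3). In the EEM it was 0.526 for NODAL in IVV embryos (lowest in VE24), 0.616 for HHEX in IVV embryos (lowest in VE4) and 0.746 for LGR5 in IVP embryos (lowest in IVPF14). The histone score in the EEM of IVP embryos had a ratio of 0.635 (lowest in IVPF9), and the library total in the ED of IVV embryos had 0.553 (lowest in VE28). The IVV embryo VE19 came up 4 times, with ratios of 0.62 for FLI1, 0.646 for APLNR and 0.537 for KDR in the ED and 0.539 for the hypoxia response score in the EEM, lowest in each. FLI1, APLNR and KDR are not independent, since all belong to the vascular and blood program. Without VE19 the ED had 1024 DEG and the EEM 729, the highest count of the fits that left out 1 embryo in the EEM. The sample labels give no cause for its low values, and no biological explanation was tested.

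In the interaction test, 18 of 87 named genes differed between tissues in the effect of the procedure, and 44 had an unadjusted p under 0.05. For 15 genes the interaction on the log2 scale was negative, that is, lower in the ED of IVP embryos relative to the EEM. These were GYPC (-8.53), BMPER (-7.95), KDR (-5.00), UNC5C (-4.53), FBN2 (-4.35), MEG3 (-4.23), WNT5A (-4.18), SH3BGRL (-3.74), TNC (-3.44), WNT3 (-2.69), TBX6 (-2.51), MIXL1 (-2.45), MSX1 (-1.89), ID4 (-1.59) and ARHGAP45 (-1.53). The interaction was positive for SH2D6 (5.53), SCTR (4.28) and LGR5 (2.89). In 3 of the 18 genes a group was at the floor, so that those fitted values are no bounds. The cause was not the same in each. Of the 15 genes, 12 were lower DEG in the ED, whereas MEG3, SH3BGRL and ARHGAP45 were higher DEG in the EEM (log2 fold changes of 4.03, 2.72 and 1.18) and not DEG in the ED (-0.50, -0.92 and -0.36). SH2D6 and LGR5 were lower DEG in the EEM (fitted values of -6.03 and -2.94), and SCTR was higher in the ED. Of 24 splits of the 13 embryos into 5 and 8, the real one included, 1 gave as many genes with an interaction, which argues against chance differences between embryos. Among lower DEG of the ED tested between tissues, 354 of 544 were higher in the ED than in the EEM, so a smaller share of disc cells in the IVP pieces may lower them; 94.4% of ED-specific genes were lower in IVP (see the other observations for this test). That explanation would not raise MEG3, SH3BGRL, ARHGAP45 or FBN2 in the EEM. A difference between donor cows and recipients, which the design does not part from the procedure, stays open and was not tested.

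XIST, a gene outside those the paper discusses, was near 0 in every IVP embryo. Its counts ran from 0 to 16 in the ED and from 0 to 30 in the EEM of IVP embryos. In IVV embryos it had more than 1000 counts in 7 of 9 ED libraries and 6 of 8 EEM libraries, and at most 30 in the other 2 of each, with the highest at 9864 and 19837. The fitted log2 fold change was -8.85 in the ED and -8.54 in the EEM. The sex of the embryos is not in the labels, so it stands as a candidate explanation only. The paper adjusted its methylation model for sex, and for the expression model its text names morphology. X-linked genes were lower in IVP, with a median log2 fold change of -0.30 over 65 genes in the ED and -0.37 in the EEM, and 0 of 10000 random lists of like expression were as low in either tissue. This argues against female IVP embryos without X inactivation, which would raise X-linked genes. It is consistent with male IVP embryos beside IVV embryos of both sexes, but the IVV embryos VE3 and VE5, with XIST near 0, had X-linked scores of 0.05 and 0.02 in the ED, above every IVP embryo (highest at -0.11), so sex alone leaves part of this unexplained and the explanation stays open. A difference of sex as the whole cause of the DEG was not settled by the fit with XIST as a further covariate. That fit had 687 DEG in the ED and 161 in the EEM, so DEG remained beyond a linear relation with XIST. The covariate was the log2 expression of XIST, which also varies among libraries with few counts, so it is no label of sex. Of the 998 and 561 DEG without XIST, 544 and 144 stayed DEG in the same direction. Whether the other DEG stem from sex or were lost with power stays open. Dealing the low XIST values to any 2 IVV embryos, the real ones included, gave as few DEG in 30 of 36 arrangements in the ED and in 22 of 28 in the EEM. The variance inflation of the procedure with XIST in the model was 1.89 in the ED and 2.28 in the EEM.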

How the results depend on the processing

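Unless said otherwise, the alternatives were set before the data were examined. XIST as a covariate in place of the surrogate variable, halved counts and list tests on the calls with XIST as a covariate were added afterwards. For most changes below the cause was not tested. The exceptions are changes that follow from how the alternative was built, such as fewer genes tested under a stricter filter, more genes tested without a filter, or fewer libraries.

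The number of DEG in the ED (998) was 1512 with DESeq2 and 1 surrogate variable, 1846 without a filter on low counts and 431 with at least 10 counts in every library. With limma voom, sample quality weights and no surrogate variable it was 2099. With the other alternatives it was within 1.5 times the reported count. In the EEM (561 DEG) it was 1211 without a filter, 275 with at least 10 counts in every library and 161 with XIST as a further covariate. Chosen after seeing the data, XIST in place of the surrogate variable gave 95 in edgeR and 219 in DESeq2. With each embryo left out in turn, the count ran from 639 to 1160 in the ED over 16 fits and from 426 to 729 in the EEM over 14 fits.

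The share of DEG that were lower in the ED (78.0%) was 73.9% with 2 surrogate variables, 65.1% with the default number of surrogate variables, 72.8%, 74.6% and 73.2% with DESeq2 and 1, 0 and 2 surrogate variables, 75% with RLE size factors, 75.2% without a filter, 75.2% with at least 10 counts in every library, 73.9% in the 13 embryos with both tissues, 92.1% with XIST as a further covariate and 81.7% with a log2 fold change of at least 1 in size. Of the alternatives chosen after seeing the data, XIST in place of the surrogate variable gave 90.8% in edgeR and 82.6% in DESeq2, and halved counts gave 69.8%. In the EEM (39.9%) it was 51.1% without a surrogate variable, 49.6% with DESeq2 and no surrogate variable, 29.5% with at least 10 counts in every library and 57.1% with XIST as a further covariate, and, chosen after seeing the data, 68.4% with XIST in place of the surrogate variable in edgeR, 37.0% with it in DESeq2 and 34.8% with halved counts. Leaving out 1 embryo gave shares from 73.1% to 82.0% in the ED and from 34.0% to 47.8% in the EEM. The ED had more lower than higher DEG in each of these settings, while in the EEM the larger side depended on the setting.

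The number of genes that differ between ED and EEM (3124) was 1473 without the embryo block, 1785 without it in all 30 libraries, 488 in IVP embryos only and 1828 with at least 10 counts in every library, and from 2414 to 3722 with 1 embryo left out. Genes higher in the EEM (1215) numbered 61 without the block, 20 in IVP embryos only and from 727 to 1718 with 1 embryo left out. Those higher in the ED (1909) numbered 1412, 468 and from 1687 to 2004 in the same fits. The interaction (172 genes) was found for 301 genes without the block in all 30 libraries. Limma voom with embryo as a random effect, also in all 30 libraries, gave 343. The number was 435 with DESeq2, 11 with at least 10 counts in every library, and from 101 to 211 with 1 embryo left out. The number of list tests past the threshold among DEG (11) was 4 with camera and an estimated correlation. Among the most variable genes it went from 5 to 10 with the variance above the trend and to 8 with 500 genes. List scores past the threshold numbered 13, and 11 with the median over genes, 13 with library sizes only, 13 with RLE size factors and 9 with at least 10 counts in every library. The correlation of effects between tissues, 0.537, was 0.524 with all embryos of each tissue and 0.601 with at least 10 counts in every library.

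With XIST as a covariate, the log2 fold change of XIST itself changed sign, as it was fitted out of the model. In the ED it was 0.24 with a surrogate variable, 0.25 without one and 0.38 in DESeq2, and in the EEM 0.0314, 0.0214 and 0.0366. Over 236 results for named genes and lists, 1877 of the 2016 values from alternatives other than left-out embryos stayed on the same side of the threshold, with 102 weaker and 31 stronger. The 1512 values with 1 embryo left out had 43 weaker and 12 stronger.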

Differences from the paper's values

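In the ED, 220 DEG were higher in IVP embryos, against about 120 in the paper's Fig. 3B, read by eye. Of the alternatives set before the data were examined, 3 came within 1.5 times the paper's value: at least 10 counts in every library (107 DEG), the last letter of the sample title as a term (178) and a log2 fold change of at least 1 in size (165). The other 12 alternatives did not. With 1 embryo left out, 6 of 16 fits did (without IVPF13 166, without VE28 160, without VE29 140, without VE3 180, without VE5 178 and without VE6 180). With XIST in place of the surrogate variable, chosen after seeing the values, the count was 65 in edgeR and 146 in DESeq2, of which 146 came within 1.5 times the paper's value.

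In the EEM, 337 DEG were higher in IVP embryos, against about 200 in the paper's Fig. 3A, read by eye. Without a surrogate variable the count was 184, with DESeq2 and no surrogate variable 273, with at least 10 counts in every library 194, with the last letter of the sample title as a term 277 and with a log2 fold change of at least 1 in size 299, and these 5 came within 1.5 times the paper's value. The other 10 alternatives did not. With 1 embryo left out, 8 of 14 fits did (without IVP11 282, without IVP14 259, without VE24 286, without VE26 275, without VE29 296, without VE3 268, without VE4 280 and without VE5 257). With XIST in place of the surrogate variable chosen after seeing the values, the count was 30 in edgeR and 138 in DESeq2, of which 138 came within 1.5 times the paper's value.

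The paper lists HSD3B1, SEMA3C and ARHGAP45 among the genes down-regulated in the EEM of IVP embryos (Fig. 8A). Their log2 fold changes here were 2.09, 1.98 and 1.18, each higher in IVP, and in all 31 alternatives of each gene they stayed above 0 (lowest 1.96 for HSD3B1, 1.23 for SEMA3C and 1.02 for ARHGAP45). HSD3B1 was a DEG in all 31, ARHGAP45 in 29 and SEMA3C in 27. With XIST as a further covariate, SEMA3C (adjusted p = 0.645 from the quasi-likelihood test) and ARHGAP45 (0.0935) were not DEG. FRZB, named there as down-regulated, had an adjusted p of 0.0758 from edgeR's quasi-likelihood test and was a lower DEG with 2 surrogate variables (0.0384), with the default number of surrogate variables (0.0483), with DESeq2 and 1, 0 or 2 surrogate variables (0.0214, 0.0246 and 0.00984), without a filter on low counts (0.0458) and without IVPF14 (0.0395) or VE19 (0.00638). PARP8 was not tested, and without a filter on low counts it was a lower DEG (adjusted p = 0.0164).

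In the ED, AADACL3 and LCK, which the paper names as down-regulated (Fig. 8B), were not past the threshold. AADACL3 was a lower DEG without a surrogate variable (adjusted p = 0.0193 from the quasi-likelihood test), with DESeq2 and 1, 0 or 2 surrogate variables (0.0341, 0.0227 and 0.0261), with RLE size factors (0.0489), without a filter (0.0204), with XIST as a further covariate (0.0464), and without IVP11 (0.0258), IVP14 (0.0207), VE24 (0.0476), VE3 (0.0259), VE4 (0.0238) or VE6 (0.0174). It was also one with XIST in place of the surrogate variable (0.0454) and with halved counts (0.0468), both chosen after seeing the values. LCK was a lower DEG without a surrogate variable (0.044), with DESeq2 and 0 or 2 surrogate variables (0.0241 and 0.0447), without a filter (0.0324), with XIST as a further covariate (0.0131), and without IVP14 (0.0469), IVPF14 (0.0485), VE19 (0.0473) or VE4 (0.0223). With XIST in place of the surrogate variable, chosen after seeing the values, it was one in edgeR (0.00574) and in DESeq2 (0.00543). FAM135B, GRM3 and HAPLN1 were not tested, and without a filter they were lower DEG (adjusted p = 0.00551, 0.00906 and 0.0002). FAM135B was tested and a lower DEG in the 13 embryos with both tissues (0.0199) and in 7 of the fits that left out 1 embryo, without IVP10 (0.018), IVP11 (0.00158), IVP14 (0.0181), IVPF10 (0.0196), IVPF13 (0.0149), IVPF14 (0.0164) or IVPF15 (0.00761).

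The paper names chromatin remodeling and histone modification among the terms of genes lower in the EEM of IVP embryos, and a hand-written list of chromatin regulators held 1 lower DEG of 60 genes here, while core histones held 17 of 43. Response to oxygen levels and epithelial cell proliferation, which the paper names for the most characteristic EEM transcripts, had 0 of 22 and 0 of 20 genes of hand-written lists among the 200 most variable genes. The lists and the choice of genes are not those of the paper.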

Other observations

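The tests of disc share on ED-specific genes, of S phase, of mitochondrial transcripts, of handling and of sample labels were chosen after the results had been seen, and the others before. Of the 778 genes lower in the ED of IVP embryos, 544 could be tested between tissues, and 354 of these were higher in the ED than in the EEM and 13 higher in the EEM. Of the 220 genes higher in IVP, 207 could be tested, and 10 were higher in the ED and 12 in the EEM. Among 303 genes with a log2 ratio of ED to EEM above 3, 286 (94.4%) were lower in the ED of IVP embryos, and 125 were called lower. Their median log2 fold change was -1.37 (quartiles -1.78 and -0.97), a 2.59-fold fall. The pluripotency genes POU5F1 (-1.72), NANOG (-1.34) and PRDM14 (-1.95) fell about as far, and so did EOMES with -1.87. NODAL did not, at 0.11 (standard error 0.51). The epiblast list, which was not limited to ED-specific genes, had a median of -0.27 over 14 tested genes, with 3 lower DEG. A smaller share of disc cells in the ED pieces of IVP embryos is a candidate explanation for this common fall, which 270 of the 303 genes did not depart from. It is argued against for 33 genes that departed from it (adjusted p under 0.05; 62 at an unadjusted p under 0.05), 15 of them further down, such as KDR (-5.10), MESP2 (-4.45), LEF1 (-3.57) and BMPER (-4.09), and 18 less, such as GDF3 (0.90), EGFLAM (0.92) and PRSS35 (0.44). A lower expression per disc cell, or a disc at an earlier stage, could give the same common fall and was not tested apart from it.

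The opposite side of a smaller disc share, a larger share of extra-embryonic tissue, would raise genes of the EEM. The 1208 genes higher in the EEM had a median log2 fold change of -0.00095 in the ED (quartiles -0.19 and 0.19), and the trophoblast and hypoblast scores differed by -0.04 and -0.25 (exact permutation test, p = 0.885 and 0.499). This cannot be told apart from no rise, because TMM centres each library on the bulk of genes, which the EEM shares, and the trophoblast markers were almost as high in the ED pieces as in the EEM (median log2 ratio -0.27 over 25 genes), so that little rise could be seen.

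Depth does not explain that more genes were lower than higher in the ED. With every library thinned to 48713218 counts, 982 DEG were found, 763 lower and 219 higher, and 77.7% were lower. The number of embryos goes with part of the difference in DEG between the tissues: all embryos gave 998 in the ED and 561 in the EEM, and the same 13 embryos gave 748 and 597. Leaving out 1 embryo moved the ED count between 639 and 1160, more than the difference that is left, so whether the number of embryos is the whole cause cannot be told apart from a larger effect in the ED. Other splits of the embryos argue against chance differences between them as the source of the counts. For the ED, 1 of 60 splits into 7 and 9, the real one included, gave as many DEG, and the highest of the others gave 4. For the EEM it was 1 of 100 splits into 6 and 8, with the highest other at 92. For ED against EEM it was 1 of 40 arrangements of the tissue labels within embryos, with the highest other at 1241. A difference of sex as the whole cause of the DEG was left open above. The fits with XIST had 687 and 161 DEG, of which 544 and 144 were DEG in the same direction without it.

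Core histone genes moved together within groups of libraries, with a mean pairwise correlation of 0.226 across the EEM libraries and 0.163 across the ED libraries, and 0 of 1000 random lists of like expression were as high in either tissue. This is consistent with reads shared between near-identical copies or with histone mRNA without a poly(A) tail caught to a varying degree, and such a library-wide factor stays open. Joint regulation of the genes would also move them together. Fewer cells in S phase in IVP embryos stay open as well. The 26 S-phase genes had a median log2 fold change of -0.0239 in the EEM, with 14 lower, and of 0.05 in the ED, with 10 lower, and a median near 0 over genes that go both ways decides nothing.

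Immediate early genes were lower in both tissues of IVP embryos, with score differences of -1.05 in the ED and -1.30 in the EEM (exact permutation test, two-sided, p = 0.00315 and 0.00167), and 7 of 7 and 6 of 6 IVP embryos below the IVV mean. These genes respond within minutes to handling, so the time between flushing and freezing is a candidate explanation. Across 8 IVV embryos the scores of both tissues correlated with Pearson's r of 0.692 (exact permutation p = 0.057) and Spearman's rho of 0.381 (exact permutation p = 0.36), and r was -0.382 without the 2 embryos farthest from the median. The relation rests on those 2 embryos, so handling cannot be told apart from an effect of the procedure. Of 3 such relations, the adjusted p was 0.057 here, 0.0209 for histones (r = 0.825, exact permutation p = 0.0139, and 0.14 without the 2 farthest embryos) and 0.00402 for mitochondrial transcripts (r = 0.928, exact permutation p = 0.00134, and 0.729 without the 2 farthest).

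Mitochondrial transcripts were higher in IVP embryos, with a median log2 fold change of 0.81 in the ED and 1.02 in the EEM over 13 genes, and 0 of 10000 random lists were as high. In the EEM, 9 of the 13 were DEG with a surrogate variable, and in the ED 1 was. Without one 0 were DEG in either tissue (0 also at an unadjusted p under 0.05), with medians of 0.39 in the ED and 0.45 in the EEM. Permuting the embryos gave p = 0.179 in the ED and p = 0.177 in the EEM (exact permutation test of the score), since the IVV embryos VE19 and VE28 had scores as high as the IVP embryos (1.68 and 1.18 in the EEM). Whether a few libraries make this difference cannot be told apart from an effect of the procedure with so few embryos, and the first surrogate variable in the EEM was 0.688 for VE19.

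The ED and the EEM of an embryo deviated from their group in the same direction across genes. Over 14506 genes, the correlation of the deviations was between 0.314 and 0.721 in 12 of 13 embryos, and for pieces of different embryos the median was -0.0348. The IVP embryo IVPF13 had -0.246. Its ED correlated best with the EEM of IVPF14 (0.461), whose own ED had 0.648, and its EEM correlated best with the ED of IVPF15 (0.337). The ED of IVPF15 correlated more with the EEM of IVPF9 (0.426), an embryo without an ED library, so the EEM of IVPF13 was not its best match. A mislabelled sample may be the cause, but the EEM of IVPF15 was not sequenced, so this cannot be told apart from a difference within 1 embryo, and no sample was moved. Without IVPF13 the ED had 761 DEG and the EEM 637.

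Other lists gave these values. The epiblast score was 0.33 higher in the EEM of IVP embryos (exact permutation test, adjusted p = 0.0119), with 1 of 6 IVP embryos below the IVV mean, and differed by -0.51 in the ED (adjusted p = 0.176). The maternal blood score, which rests on 3 tested genes in the ED, was lower in the ED by -0.63 (adjusted p = 0.02) and differed by 0.16 in the EEM. Scores of HOX genes differed by -0.25 in the ED and -0.12 in the EEM, of hypoxia response by 0.01 and 0.32, of epithelial proliferation by -0.25 and 0.07, and of maternal uterus by -0.43 and 0.22, all with an adjusted p above the threshold. In the ED and EEM, 192 genes were DEG in both tissues, 91 lower and 95 higher in both and 6 in opposite directions, of 14506 genes tested in both. Both tissues come from the same embryos, so this overlap is no independent count.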
